# Sex-lethal regulates back-splicing and generation of the sex-differentially expressed circular RNAs

**DOI:** 10.1093/nar/gkad280

**Published:** 2023-04-18

**Authors:** Yu-Jie Fan, Zhan Ding, Yu Zhang, Ruibao Su, Jia-Le Yue, An-Min Liang, Qi-Wei Huang, Yan-Ran Meng, Muwang Li, Yuanchao Xue, Yong-Zhen Xu

## Abstract

Conversely to canonical splicing, back-splicing connects the upstream 3' splice site (SS) with a downstream 5'SS and generates exonic circular RNAs (circRNAs) that are widely identified and have regulatory functions in eukaryotic gene expression. However, sex-specific back-splicing in *Drosophila* has not been investigated and its regulation remains unclear. Here, we performed multiple RNA analyses of a variety sex-specific *Drosophila* samples and identified over ten thousand circular RNAs, in which hundreds are sex-differentially and -specifically back-spliced. Intriguingly, we found that expression of SXL, an RNA-binding protein encoded by *Sex-lethal* (*Sxl*), the master *Drosophila* sex-determination gene that is only spliced into functional proteins in females, promoted back-splicing of many female-differential circRNAs in the male S2 cells, whereas expression of a SXL mutant (SXL^RRM^) did not promote those events. Using a monoclonal antibody, we further obtained the transcriptome-wide RNA-binding sites of SXL through PAR-CLIP. After splicing assay of mini-genes with mutations in the SXL-binding sites, we revealed that SXL-binding on flanking exons and introns of pre-mRNAs facilitates back-splicing, whereas SXL-binding on the circRNA exons inhibits back-splicing. This study provides strong evidence that SXL has a regulatory role in back-splicing to generate sex-specific and -differential circRNAs, as well as in the initiation of sex-determination cascade through canonical forward-splicing.

## INTRODUCTION

Cellular RNA molecules are mostly linear with termini of 5'-phosphate and 3'-hydroxy group; however, circular RNAs have been broadly identified in the past decade, in which free termini are covalently ligated and form a closed loop (1,2). Circular RNAs extensively exist in eukaryotes from yeast (3,4), worms (5,6), flies (7,8), plants (9,10) and mice to humans (5,11). Eukaryotic circular RNAs are usually classified into two groups according to their biogenesis pathways: the circular intronic RNAs (ciRNAs) generated from intronic lariats that failed to be debranched after splicing, and the exonic circular RNAs (circRNAs) generated by back-splicing that covalently joins an upstream 3' splice site (3'SS) with a downstream 5'SS of exons, conversely to the canonical forward-splicing that joins an upstream 5'SS with a downstream 3'SS (1). CircRNAs with inside unspliced introns were also found and named as EIciRNAs, the exon-intron circRNAs (12).

In the past decade, biological methods and bioinformatic tools have been developed to identify circular RNAs based on their enrichments by RNase R digestion followed by next generation sequencing (1,5,13). RNase R is an enzyme that has strong 3′–5′ exoribonuclease activity and efficiently degrades linear RNAs but not circular RNAs (14). The first bioinformatic tool identifying circRNAs was Find_circ (5). As the algorithms improved, more efficient software has been designed, such as the CIRI (15) and CIRCexplorer (16). In principle, these tools recognize circRNAs through identification of the back-spliced junction (BSJ) reads, in which the CIRCexplorer supports analysis of back-based alternative splicing and *de novo* assembly of circRNAs.

Chemically, back-splicing is presumably catalyzed by the same machinery as canonical forward-splicing, including both the major and minor spliceosomes (17). *Cis*-elements in pre-mRNAs and *trans*-factors have shown critical roles in the regulation of back-splicing (Reviewed in 18,19). It has been reported that flanking intronic complementary sequences (ICSs) of the circularized exons such as the well-studied mammalian *Alu* repeats (20–23) and RBPs including QKI, NF90/NF110, FUS, MBL and HNRNPL (24–28) can facilitate back-splicing of their nearby exons. RNA helicases have been proposed to regulate back-splicing through unwinding the base-paired intronic complementary sequences (13,29). Similarly to canonical forward-splicing, alternative back-splicing has been extensively identified in mammals (16,30).

Much evidence has demonstrated that many highly abundant circular RNAs can act as microRNA and RNA-binding protein sponges and transcription regulators, or can be translated into peptides. Functions of circRNAs are correlated with their subcellular localizations. Most of the identified circRNAs are in the cytoplasm (31,32), which can function as microRNA sponges, such as *CDR1as* for harboring miR-7 in neuronal tissues, and its loss results in microRNA deregulation and defective brain function (5,33). Many circRNAs can be used as templates for protein translation (34–38). In the nucleus, circular RNAs regulate transcription, such as *ci-ankrd52* that associate with RNA polymerase II during transcription elongation (39), and EIciRNAs that interact with U1 snRNP and promote transcription of their parental genes (12). In addition, it has been found that circRNAs are enriched in exosome (40) and at high levels in body fluids due to their unusual stabilities, allowing for applications as biomarkers in cancer diagnosis and prognosis (41,42).

Previous studies have identified thousands of circular RNAs in *Drosophila*, which are mainly age-dependent and accumulate in neural systems (7,8), such as *Edis*, a brain-enriched circRNA from its cognate gene *Ect4*, regulates the innate immunity and neuronal development (43,44). One of the most abundant and well-studied *Drosophila* circRNAs is *circMbl*; its circularized exon 2 and flanking introns contain multiple strong and conserved sites for binding of MBL (Muscleblind), which allows for the self-regulation of *circMbl* biogenesis (27). Another regulatory example in *Drosophila* is the *Laccase2* circRNA, which is controlled by multiple hnRNPs and SR proteins (23). Unlike in mammals, flanking introns of most *Drosophila* circRNAs lack long-enough ICSs, and the biogenesis and regulation of the tissue- and sex-specific circRNAs in *Drosophila* have not been investigated.

In this study, we first performed multiple RNA-seq including sequencing of the mRNAs, the mRNA and ribosomal RNA-depleted with and without RNase R digestion from a variety of sex-specific *Drosophila* samples. We identified more than ten thousands circular RNAs, in which hundreds were sex-differentially expressed or back-spliced. We then found that many of the female-specificallly back-spliced circRNAs could be facilitated by SXL, an RBP encoded by *Sex-lethal* (*Sxl*), the master gene in the alternative splicing (AS)-regulated cascade of *Drosophila* sex-determination pathway. Through PAR-CLIP assay for identification of SXL-binding peaks in the female Kc cells and splicing assay of mutant mini-genes in the male S2 cells, we further demonstrated that SXL can bind to the circularized exon and their flanking sequences for regulation of the female-differentially back-spliced circRNAs.

## MATERIALS AND METHODS

### Fly strains, tissues and cell culture

The *WT* fly strain used in this study is an isogenic Canton-S strain (45); the *Sxl* mutant strains *Sxl ^f2^* (BDSC 4593) (46) and *Sxl ^M1, fΔ33^* (BDSC 58487) (47) were purchased from Bloomington Drosophila Stock Center. The heteroallelic *Sxl ^M1, fΔ33 / f2^*mutant was acquired from the cross between female virgins of *Sxl ^M1, fΔ33 / f2^/ Binsinscy* and the *Sxl ^f2^/Y* males. Sex-specific tissues for the *WT* strain were used for circRNA sequencing, and the body compartment from the *Sxl* mutants were applied for detection of circRNAs by RT-PCR. Culture and crosses of *D. melanogaster* were carried out on standard medium at 25°C. Adults of 24–30 hours post eclosion were dissected into head, body, ovary and testis (the entire inner male reproductive system, including testis, seminal vesicle, accessory gland, and ejaculatory duct). *Drosophila* S2 and Kc were cultured in the complete Schneider's Medium (GIBCO) that contains 10% FBS (GIBCO).

### Sequencing for circular and linear RNAs

Total RNAs from the six sex-specific samples were isolated by TRIzol (Sigma) and treated with DNase I (Takara), in which mRNAs (referred to as ‘PolyA’) were isolated using the Dynabeads^®^ mRNA Purification Kit (Ambion), and the rest of the RNAs were recovered for further depletion of rRNA (referred to as ‘R-’). In order to completely deplete rRNAs, 6 new probes targeting *Drosophila* specific 5S and 5.8S rRNAs mixed with previously reported 37 probes (48) were applied into the probe-pool from the Ambion RiboMinus kit (Supplementary Table S1). To obtain the enriched circular RNAs (referred to as ‘R+’), 2.5 μg of each R- sample was digested by 50 U of RNase R (Epicentre) at 37°C for 1 h followed by TRIzol purification and ethanol precipitation. All the RNA samples were subjected to the paired-end sequencing by Illumina HiSeq X10, and strand-specific libraries were applied to the R- and R + samples for sequencing.

### Data analysis of circular RNAs

After removal of adapter sequences from the raw reads by *cutadapt*_v1.18, the pair-end reads from the R- and R + samples were then merged using *PEAR*_v0.9.5, and the merged reads were discarded if < 30nt (49). The remaining merged reads and reads from the PolyA samples were mapped to the *Drosophila* genome (*dm6*) using *STAR*_v2.6.1a, where the parameter ‘-chim_segment_min’ was set to 10 and genes were annotated by a *Ensembl*_v6.88 database. Transcripts were assembled by *cufflinks*, and the CIRCexplorer2 (16) was used for construction of new transcript structure information to identify back-spliced junction (BSJ) from the fusion junction reads that were calculated by *STAR*. If the number of BSJ reads from a circular RNA in R+ sample is twice more than that of in the R- sample, the corresponding circRNA is considered reliable.

To determine a differentially-expressed circRNA between genders/tissues, difference of the BSJ reads between R + samples should be ≥ 4-fold, meanwhile differences of the BSJ reads between R- samples should be at the same direction. Considering low abundance of circRNAs, BSJ reads in R- samples were pre-normalized by the total sequencing reads with reduction of reads from mRNAs and rRNAs using a method derived from *DESeq2*. To determine a sex-specifically expressed circRNA, the BSJ reads in one gender's R+ sample should be at least 15 and not be detected in any of the opposite-gender samples. To determine a differentially back-spliced circRNA, difference of the BSJ reads between R+ samples should be ≥ 4-fold, meanwhile differences of the BSJ reads between R– samples should be at the same direction. Considering varied expression of the cognate gene between gender/tissues, the BSJ reads in R + samples were pre-normalized by TPM (transcript per million) of its cognate gene and should be ≥15 in at least one of the samples.

### RT-PCR, western blotting and co-immunoprecipitation

Reverse transcription was performed using 1 μg of total RNAs with random primers and RevertAid Reverse Transcriptase (Thermo), and the cDNAs were then amplified by Ex-Taq (TaKaRa). Divergent primers (Supplementary Table S1) were designed for PCR amplification of circular RNAs that were treated with or without RNase R. Primers for amplification of linear mRNAs from the cognate genes and *actin* and *βTub60D* genes were also listed in Supplementary Table S1.

For western blotting, protein samples were separated on a 10% SDS-PAGE and then transferred to a PVDF membrane (IPVH00010, Millipore). The monoclonal anti-SXL antibody M114 (DSHB), anti-6xHis antibody (H1029 sigma) and anti-α-tubulin antibody T6199 (Sigma) were used for visualization. For co-immunoprecipitation (co-IP), lysates from S2 cells transfected with blank pIZT, pIZT-SXL or pIZT-SXL^RRM^ were applied to the Protein G Dynabeads (Invitrogen) that bound with M114 antibody. The co-IPed proteins and RNAs were further analyzed by western blotting and RT-PCR.

### Vectors, plasmids, transformation and RNAi

Coding sequences (CDS) of the WT-SXL (FBtr0331250) and the mutant SXL^RRM^ with six alanine substitutions (N122A, Y123A, Q126A, R244A, V246A, and F248A), TRA, TRA2, DSX-F and DSX-M were cloned into the pIZT vector (Invitrogen). Plasmids with these CDSs were transfected into S2 cells by TransIT Transfection Reagent (Mirus Bio). The WT and mutant mini-genes for generating circRNAs were cloned into the pMT vector, which were then co-transfected with the blank pIZT or pIZT-SXL. Expression of the mini-genes was induced by 0.5 mM CuSO_4_ at the 12 h post-transfection, and cells were finally collected 48 h later for further isolation of RNAs and proteins (50).

The sequence of dsRNA that targets *Sxl* was chosen using SnapDragon (51), and knockdown of *Sxl* was performed by soaking the Kc cells with dsRNA (Supplementary Table S1) as described (52).

### Par-clip

PAR-CLIP in *Drosophila* Kc cells was performed based on two previous reports with modifications (53,54). Briefly, cells were grown overnight in the medium supplemented with 100 μM 4-thiouridine (4SU, Sigma) and then irradiated under 365 nm UV light for 400 mJ/cm^2^. Cells were then harvested and lysed in the NP40 lysis buffer [1× PBS (pH7.4) with 0.1% SDS, 0.5% deoxycholate and 0.5% NP40]. The cross-linked RNA-protein complexes were co-purified using anti-SXL antibody (M114, DSHB), which bound to the Protein G Dynabeads. Micrococcal nuclease (MNase, Thermo) was used for digestion of non-protected RNAs, which resulted in protein-bound short RNAs (50–100 nt) on beads. After ligation of 3′-RNA linker and 5′-labeling using γ-^32^P-ATP, the RNA-protein complexes were separated by SDS-PAGE and transferred to a nitrocellulose membrane, and the desired complexes on the membrane with radioactive signals at the range of 40–60 kDa (SXL is 42 kDa) were cut and digested by proteinase K (Thermo). The RNAs were then recovered by phenol/chloroform extraction and ethanol precipitation, followed by reverse transcription for construction of cDNA libraries and Illumina HiSeq X10 sequencing.

### Data analysis of PAR-CLIP

Raw reads were filtered by *CTK*_v1.1.3 (55), and their adaptor sequences were removed by *cutadapt*_v1.18 and extracted by *umi*_tools (56). Clean reads were then mapped to *Drosophila* genome (*dm6*) by *STAR* and annotated by *Ensembl*_v6.88, in which highly duplicated reads caused by PCR were removed by *umi*_tools. *OmniCLIP* was then applied for identification of the SXL-binding peaks (57), and *CTK*_v1.1.3 was used for searching CIMS with T > C mutation. Final significant SXL-binding peaks were defined if they match either (i) SXL_signal_/IgG_signal_ ≥ 10 (*P*-value < 0.0001) and T > C CIMS (FDR ≤ 0.3), or (ii) SXL_signal_/IgG_signal_ ≥ 100 (*P*-value < 0.0001) despite T > C CIMS.

### Construction of mini-genes that express circRNAs

Mini-genes for expression of circRNAs were constructed into the pIZT vector and transfected into S2 cells. For expression of *dmc_579*, the cloned fragment ranges from exons 1 to 5 of the cognate gene *crc* (CG8669), in which the middle part (3918 nt) of intron 3 without SXL-binding site was removed due to length limitation of cloning, and a trinucleotide (CGA) was inserted into the middle of exon 4 (position 199) to distinguish the exogenous- and endogenous-products. Similar strategies were used for cloning mini-genes that expressing *dmc_7247*. For construction of mutants of these mini-genes, the multiple Ts in the SXL-binding peaks were substituted by As. For location details and used primers see Figure 6 and Supplementary Table S1.

## RESULTS

### Identification of circular RNAs from multiple sex-specific samples

To investigate back-splicing in *Drosophila*, we sequenced a variety of sex-specific samples, including head, body and gonads from adults of both females and males (Figure 1A, left). Three RNA fractionations from each sample, including the mRNAs (PolyA), mRNA/rRNA-depleted RNAs (R–) and the enriched circular RNAs (R+, the R– fractions treated with RNase R), were purified and sequenced (Figure 1A middle). 

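The PolyA fraction of heads, bodies and gonads from adult females and males of the isogenic Canton-S strain was sequenced in 12 libraries, 2 replicates of each of the 6 sex-specific samples. For each library the authors deposited a table of 17559 genes with the coverage, FPKM and TPM of each gene. They had trimmed the reads, mapped them to the dm6 genome with STAR and annotated the genes with Ensembl release 88; the paper's text does not name the tool that made the gene tables. The paper's Supplementary Table S2 lists 41468289 and 35611345 mapped reads for replicates 1 and 2 of the female head and 34912892 and 37382609 for the male head. The mapped reads were 42552512 and 31289843 for the female body, 38684751 and 34010983 for the male body, 42876944 and 38133327 for the ovary, and 37733800 and 32645589 for the testis. In that table, 78.6 to 86.2% of the reads were mapped in the replicate 1 libraries and 93.4 to 94.7% in the replicate 2 libraries. The TPM values sum to 1000000 in each library. The tables list no read counts and coverage was not used, so the number of reads behind a single gene's TPM was not determined. Between replicates, Spearman's correlation of log2(TPM + 1) across the 12882 genes with a mean TPM of at least 1 was lowest in ovary, at 0.944, and highest in male head, at 0.970; genes are not independent replicates. The mitochondrial gene mt:ATPase8 held between 15.7 and 57.6% of all TPM in 8 libraries. It was listed at 0 in the other 4, which were replicate 2 of the female body, male body, ovary and testis, and its share lowers the TPM of every other gene in a library. The TPM of roX1 was at most 2.75 in the female libraries and at least 16.6 in the male libraries, and that of Yp1 was at least 3117 in the female and at most 33.9 in the male libraries. Differences between groups were tested with limma on log2(TPM + 1) for the 12882 genes, in one model of all 12 libraries with one mean per group, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on the log2(TPM + 1) scale, which understates the changes of low genes. The R– and R+ libraries were not analysed here.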

We obtained more than 500 G raw data and used the reversely-ligated BSJ reads to identify circular RNAs (Figure 1A right & Supplementary Table S2). In total, we identified 10075 circular RNAs (Supplementary Figure S1A and Supplementary Table S3), in which 8200 are circRNAs from the back-spliced exons (Figure 1B) and 1875 are ciRNAs from the intron lariats by canonical forward-splicing (Supplementary Figure S1B). In comparison to the CIRCpedia, 4850 circular RNAs we obtained are novel (Supplementary Figure S1C and Supplementary Table S3). To avoid false identification, we defined a reliable circular RNA as at least two-fold enriched after RNase R digestion; this gave 5969 reliable circRNAs and 1337 reliable ciRNAs (Figure 1B and Supplementary Figure S1B), in which 3932 are novels (Supplementary Figure S1C and Supplementary Table S3).

**Figure 1.**
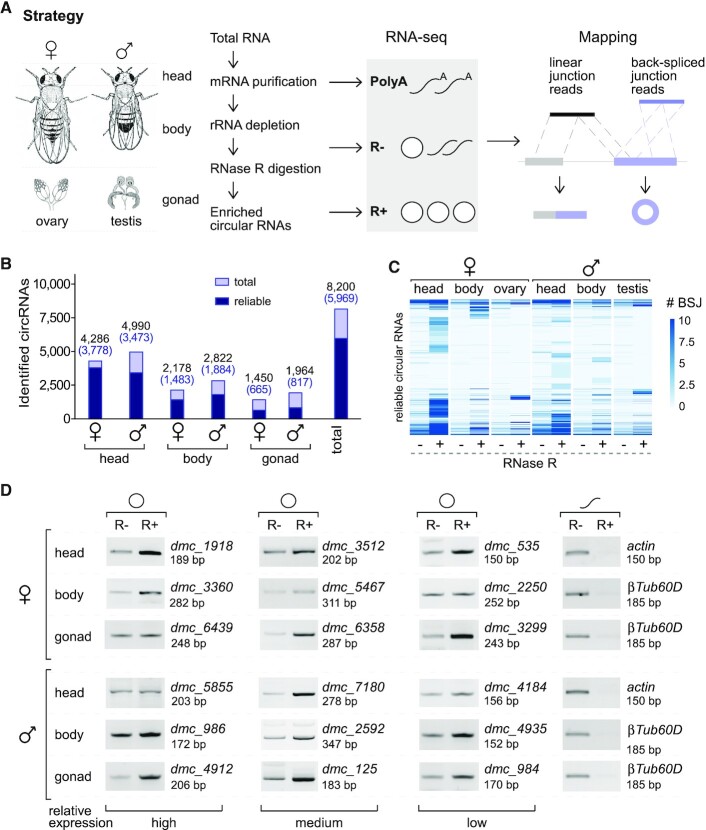
Identification of circular RNAs from *Drosophila* sex-specific samples through multiple next generation RNA sequencing. (**A**) Strategy utilized for sampling of fly adults (head, body and gonad from the females and males), construction of cDNA libraries from the fractionated RNAs, and mapping of reads from the linear and circular RNA products. (**B**) Statistics of the identified exonic circular RNAs in the six sex-specific samples. Light blue, total circRNAs; dark blue, reliable circRNAs. (**C**) Heatmap of the reliable circular RNAs in the sex-specific samples with and without RNase R digestion. Levels of circular RNAs were evaluated by their normalized back-spliced junction reads (BSJ). CircRNAs, exonic circular RNAs generated by back-splicing; ciRNAs, intronic circular RNAs generated from intronic lariats. (**D**) Validation of the identified circRNAs by RT-PCR. CircRNAs were clustered into high, medium and low three groups according their expression levels. Divergent primers were designed for amplification of the circRNAs (O) that were treated with RNase R (R+) or without (R–). Linear mRNA products (∽) from *actin* and *βTub60D* were used as controls. Sizes of all PCR products are indicated.

More than 60% of the reliable circRNAs were from the heads, while much less were from the bodies or gonads (Figure 1B and Supplementary Table S4), and many circRNAs exhibited higher expression in heads (Figure 1C); this is consistent with findings that the brain and neural systems are active in alternative splicing and have more circRNAs in the fruit fly and mammals (58–60). To validate, 18 reliable circRNAs from three expression groups (high, medium and low, see Supplementary Table S4) were randomly selected and confirmed by a process including RNase R digestion, RT-PCR with divergent primers and Sanger sequencing. These 18 circRNAs were significantly enriched after RNase R digestion, while the linear mRNAs from *actin* and *βTub60D* were totally digested (Figure 1D, cf. R+ to R–), demonstrating that the above bioinformatics analyses are reliable.

The reliable circRNAs were from 1980 *Drosophila* genes, in which <1% were from non-coding genes and the majority were from the middle exons of protein coding genes (Figure 2A). Nearly half of the cognate genes produced one circRNA isoform, while others produced multiples, such as genes *heph* (ortholog to human PTBP1), *sif* (ortholog to human TIAM1), *para* (ortholog to human SCN1A) and *slo* (ortholog to human KCNMA1) that can generate >30 different circRNAs (Figure 2B and Supplementary Table S5). Over two-thirds of the reliable circRNAs contained at least two exons, suggesting that occurrence of the inside canonical forward-splicing contributes to the generation of long circRNAs (Figure 2C). The majority were shorter than 1000 nt, while the median length was 563 nt (Figure 2D), similar to previous findings in fly and mammals (23,61). Lastly, we found that alternative back-splicing (AltBS) is frequent in *Drosophila*. There were 2393 and 2154 AltBS events at the 5'SSs and 3'SSs respectively, in which more than 65% of the AltBS events occurred in heads and much less were in bodies and gonads (Figure 2E, F and Supplementary Table S5).

**Figure 2.**
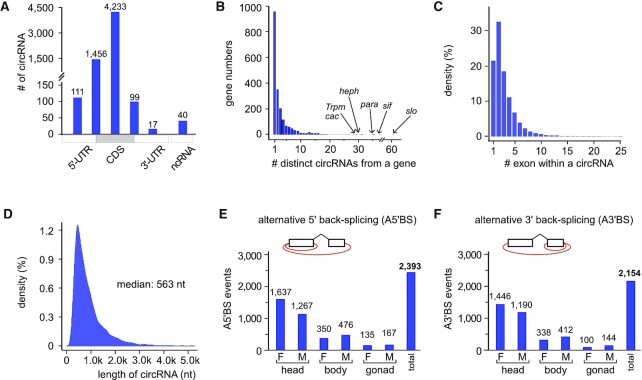
Characterization of *Drosophila* circRNAs. (**A**) Statistics of gene regions that originate circRNAs. (**B**) Numbers of the reliable circRNAs in a gene. Arrows show the genes that produce a large number of reliable circRNAs. (**C**) Statistics of exon numbers in a reliable circRNA. Most of circRNAs contains no more than 5 exons. (**D**) Statistics of the circRNA length. The median length is 563 nt. (**E**) Analysis of the alternative 5' back-splicing of the reliable circRNAs in *Drosophila*. (**F**) Analysis of the alternative 3' back-splicing of the reliable circRNAs. F, female; M, male. All the identified alternative back-splicing events are listed in Supplementary Table S5.

### Tissue- and sex-differentially expressed circRNAs

We then compared circRNA levels across the six sex-specific samples. In the female head, it has 600 and 788 circRNAs that were significantly expressed higher (≥ 4-fold) than those in the body and ovary respectively; whereas the body and ovary had much less, only 25 and 20 were significantly expressed higher than in the head, respectively (Figure 3A, left), and the similar patterns were observed in the male-specific samples (Figure 3A, right and Supplementary Table S6). Between two genders, there were 110 circRNAs significantly expressed higher in the female head than its counterpart, vice versa, 36 were significantly higher in the male head (Figure 3B left). The numbers were 54 and 143 when compared circRNAs between ovary and testis (Figure 3B right and Supplementary Table S6). In total, 40 and 21 circRNAs were expressed only in the female- and male-specific samples, respectively (Supplementary Figure S2A and Supplementary Table S6). These results indicate that many *Drosophila* circRNAs are tissue- and sex-differentially expressed.

**Figure 3.**
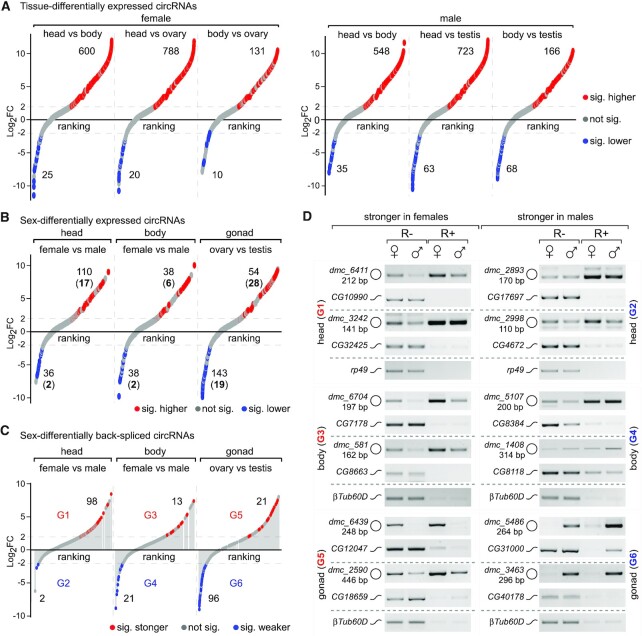
Identification of the sex-differentially expressed and back-spliced circRNAs. (**A**) Tissue-differential expression of circRNAs in the female (left) and male (right) *Drosophila* samples. (**B**) Sex-differential expression of circRNAs of the counterpart tissues between females and males. Expression levels of circRNAs were determined based on their BSJ reads. (**C**) Sex-differential back-splicing of circRNAs of the counterpart tissues between females and males. Back-splicing levels of circRNAs were determined based on their BSJ reads that were normalized by linear mRNAs of their cognate genes. Level changes ≥4-fold were defined as significant (sig.). The sex-differentially back-spliced circRNAs were classified into six groups (G1 to G6). All the x-axis are level ranking of the reliable circRNAs from low to high. (**D**) RT-PCR validation of the sex-differentially back-spliced circRNAs from the six groups. Each tested circRNA (O) was amplified by divergent primers from both the R+ and R– samples, and linear mRNA product (∽) from its cognate gene was also amplified. The mRNA levels of *rp49* and *βTub60D* were used as loading controls.

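Back-splicing was compared from BSJ reads of the R+ libraries, one library per tissue and sex and therefore without replicates, and from the TPM of the cognate gene in the PolyA libraries. The BSJ reads were taken from the paper's Supplementary Tables S3, S4 and S6, of which the copies used here were partial. They held 1999 of the 4036 circRNAs the paper lists in Table S4 for the female head, 1999 of 4398 for the male head, 420 of 2304 for the male body and 0 of 928 for the testis. The 1600 of the female body and the 777 of the ovary were complete, and 1997 of the 10075 circular RNAs of Table S3 were held. Reads missing from these copies were worked back from the log2 BSJ ratio of Table S6 for 61 circRNAs. The log2 back-splicing ratio was the log2 of female over male BSJ reads, each with a pseudocount of 0.1, minus the log2 of female over male mean TPM of the 2 replicates. A ratio of at least 4-fold in the direction listed by the paper was counted. Of the 251 entries in the groups G1 to G6, 212 had reads in both sexes and a cognate gene among the 17559 genes. Of the others, 36 had no reads in the copies used and 3 had no cognate gene. To show how far the mRNA replicates move a ratio, it was also computed for each of the 4 pairings of a female and a male PolyA library. Libraries of the same replicate number deviate together, so the pairings across numbers carry a shift that the 2 pairings within a number do not. The number of BSJ reads was small for many circRNAs. In 105 of the 212, the lower sex had at most 3 reads, and in 63 it had 0. The size of these ratios depends on the pseudocount. With the lower sex set to 3 reads, 81 of those 105 were still at least 4-fold apart with the mean TPM and 62 in all 4 pairings. With the mean TPM, the groups ranged from 4 of 14 in G5 to 29 of 29 in G1.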

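In the body, 11 circRNAs of G3 and 21 of G4 had reads and a cognate gene, out of the 13 and 21 listed. The ratio was at least 4-fold for 11 in G3 and 20 in G4, and for 7 and 8 of them in all 4 pairings of PolyA libraries. In both pairings of the same replicate number it was 10 and 18. The median log2 back-splicing ratio was 3.82 in G3 and -2.75 in G4, while the median log2 ratio of BSJ reads alone was 1.82 and -1.54. Before the division by TPM, 5 circRNAs of G3 and 7 of G4 were at least 4-fold apart, and 6 and 13 passed 4-fold only after it. The cognate genes of G3 had a median log2 fold change of -1.03 between female and male body, against 0.11 for the other tested cognate genes of circRNAs (camera with a preset correlation of 0.01, 13 genes, lower, adjusted p = 0.00078). Those of G4 had a median of 1.19, against 0.08 for the others (19 genes, higher, adjusted p = 0.00078). Neither difference passed with fry, the second set test, but with the replicate number as a block both did (adjusted p = 0.0076 and 0.012), as they did with FPKM, the median of ratios and quantile normalization. The groups had been selected by division by these TPM values, so the sets are not independent of them. Scaling by the median of ratios reduced the 20 circRNAs of G4 to 7 and left 11 in G3. With the R+ reads centred on their median of 1.07, a step chosen after seeing the data, 7 of G3 and 21 of G4 were at least 4-fold apart. Centred on 0.43, the median of circRNAs with at least 15 reads in both bodies, they were 10 and 21. Without replicate 2 of the female body, 11 of the 20 in G4 were at least 4-fold apart. In the male body libraries, 10 testis markers reached a median of 29.9 and 36.5% of their TPM in the testis library of the same replicate number, and in the female body libraries 10 ovary markers reached 60.2 and 61.2% of their TPM in ovary. Against the mean of both ovary libraries the female body replicates were at 31.7 and 88.6%, which carries the shift shared by libraries of a replicate number.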

### Sex-differentially back-spliced circRNAs

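In heads, 12 of the 12882 genes tested differed between females and males at an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment). Of these, 5 were higher in females and 7 in males, and 10 were at least 4-fold apart; 157 genes had an unadjusted p under 0.05. Between female and male bodies, 5473 genes differed, 2235 higher in females and 3238 in males, and 3623 of them were at least 4-fold apart. Between ovary and testis the number was 7738, with 3805 higher in ovary and 3933 in testis, and 5917 at least 4-fold apart. These counts moved most in heads when the model held only the 4 libraries compared, with 0 genes at an adjusted p under 0.05 and 350 at an unadjusted p under 0.05. With the replicate number as a block, 8500 genes differed in bodies, 4452 of them higher in females. After scaling by the median of ratios, 8487 genes differed in bodies, 2001 higher in females and 6486 in males, and 8886 in gonads, 2564 and 6322. In heads, the yolk protein gene Yp1 (FBgn0004045, chromosome X of dm6, 10053811 to 10055498) had the largest increase in females, with a TPM of 4358 ± 1508 (SD, n = 2) against 29.1 ± 6.67 and a log2 fold change of 7.15 (standard error 0.58, adjusted p = 0.0013 from limma). The noncoding RNA gene roX1 (FBgn0019661, chromosome X, 3857230 to 3862697) had the largest decrease on the log2(TPM + 1) scale. Its TPM was 2.59 ± 0.221 (SD, n = 2) against 451 ± 195, with a log2 fold change of -6.91 (standard error 0.65, adjusted p = 0.0020 from limma). Over the alternatives roX1 reached -7.32, and RpL7-like, which was listed at 0 in both female heads, reached -7.87. All of the paper's 1980 cognate genes of reliable circRNAs were found in the gene tables, and 1918 were tested. Among them 1 gene differed in heads, 314 in bodies, 202 higher in females and 112 in males, and 839 in gonads, 577 higher in ovary and 262 in testis. Adjusted over the list alone, the numbers were 1, 164 and 750; the list came from circRNAs of the same samples, so these are not independent evidence. The median log2 fold change of the 1918 genes was -0.20 in heads, 0.10 in bodies and 0.44 in gonads. Between libraries of the same replicate number it was -0.18 and -0.22 in heads, 0.15 and 0.058 in bodies and 0.45 and 0.49 in gonads. Over all 4 pairings of a female and a male library, which also hold the shift shared by libraries of a replicate number, it ranged from -0.62 to 0.22, from -0.74 to 1.16 and from -0.13 to 1.31. With scaling by the median of ratios it was -0.04, -0.58 and -0.35, with FPKM -0.07, -0.02 and 0.27, and after quantile normalization -0.04, 0.50 and 0.94, so the direction in bodies and gonads depended on the scaling.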

The level of a circRNA in cells depends on cumulative effects of multiple steps during the RNA processing, such as transcription of its cognate gene, back-splicing of the circularized exons, localization and stability of the circRNAs. To address which were sex-differentially back-spliced, we normalized circRNA levels to expression of their cognate genes using the mRNA-seq (PolyA) data (Figure 3C and Supplementary Table S6) and found that back-splicing of 98 circRNAs was significantly stronger in the female head than that of in the male head (G1 in Figure 3C), and 2 circRNAs were significantly stronger in the male head (G2 in Figure 3C). In contrast, back-splicing of 96 circRNAs was significantly stronger in testis than in ovary; *vice versa*, 21 were stronger in ovary (G5 and G6 in Figure 3C).

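In heads, 96 of the 98 circRNAs of G1 and both of G2 had reads and a cognate gene. The ratio was at least 4-fold for 90 in G1 and for 2 in G2, and it was so in all 4 pairings of PolyA libraries for 68 and 1, and in both pairings of the same replicate number for 87 and 2. The median log2 back-splicing ratio in G1 was 2.91, from a median of 40.0 BSJ reads in the female and 5.50 in the male head. Most of G1 was already apart in BSJ reads. Before the division by TPM, 72 of the 96 were at least 4-fold higher in the female head, and 18 passed 4-fold only after it. The mRNAs of the cognate genes of G1 had a median log2 fold change of -0.26, against -0.20 for the other tested cognate genes (camera, 91 genes, lower, adjusted p = 0.070). With the replicate number as a block the adjusted p was 0.028, and over the alternatives it ranged from 0.0237 to 0.147; fry did not pass in any of them. Leaving out each PolyA library in turn gave between 73 and 96 circRNAs in G1. Among all 1054 circRNAs with at least 15 BSJ reads in the R+ library of either head in the copies of Table S4, 86.1% had more reads in the female head, and the median log2 of female over male reads was 1.33. Among the 527 with at least 15 reads in both heads the median was 0.81, and the log2 of the summed reads in the copy of Table S3 was 0.93. After subtracting 1.33, 0.81 or 0.93, steps chosen after seeing the data, 30, 51 or 47 of the 96 circRNAs of G1 were at least 4-fold apart. The paper's list also required the same direction in the R– samples, a condition not applied again here.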

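In gonads, 18 of the 21 circRNAs of G5 and 64 of the 96 of G6 had reads and a cognate gene, and the ratio was at least 4-fold for 17 and 64. In all 4 pairings of PolyA libraries it was at least 4-fold for 16 and 57, and in both pairings of the same replicate number for 17 and 63. In BSJ reads alone, 18 of G5 and 57 of G6 were at least 4-fold apart. The step to TPM added 0 circRNAs in G5 and 7 in G6. For 10 of these 18 circRNAs of G5 and 37 of these 64 of G6, reads were worked back from a listed log2 BSJ ratio. Entries lacking both reads and such a ratio were left out. What the step to TPM adds may therefore be understated. The higher gonad had a median of 30.0 BSJ reads in G5 and 25.0 in G6. The other gonad had 0 reads for 13 circRNAs of G5 and 42 of G6, so these ratios are not measured folds. With a pseudocount of 1 read in place of 0.1, the ratio was at least 4-fold in all 4 pairings for 8 circRNAs of G5. In G5, 14 circRNAs had at most 3 reads in the lower sex, and in G6 51. Set against 3 reads, 4 of these in G5 and 38 in G6 were still at least 4-fold apart with the mean TPM. The cognate genes of G6 had a median log2 fold change of 1.53 between ovary and testis, higher in ovary, against 0.39 for the other tested cognate genes (camera, 78 genes, adjusted p = 0.030); fry did not pass (adjusted p = 0.279) but did with FPKM (0.0028), the replicate block (0.012) and after quantile normalization (0.00075), and camera did not pass after quantile normalization or with genes of a mean TPM of at least 5. Those of G5 had a median of 0.61 against 0.44 (18 genes, adjusted p = 0.67). With fry G5 passed, higher in ovary, with FPKM (0.0081), the replicate block (0.023) and quantile normalization (0.00075), and lower in ovary after scaling by the median of ratios (0.0024).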

To validate this finding, we picked twelve circRNAs (two from each group) and detected levels of both the circRNAs and linear mRNAs in the sex-specific samples. 

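For the 12 circRNAs of Fig. 3D, the log2 back-splicing ratio from R+ reads and PolyA libraries was at least 4-fold for 12, and for 10 in all 4 pairings of libraries. It was 2.80 for dmc_6411 (Pdcd4) and 2.39 for dmc_3242 (CG32425) in heads, both G1. In G2, dmc_2893 (fz) had 3 and 23 reads and was 4.39-fold higher in the male head in the lowest of the 4 pairings. For dmc_2998 (TMS1), from 5 and 26 reads, the ratio was -2.25 and ranged from -2.57 to -1.94 over the pairings. The pairings vary only the TPM, so these ranges and lower bounds do not hold the counting error of the BSJ reads. In bodies it was 4.18 for dmc_6704 (wupA) and 2.63 for dmc_581 (nrv3), which ranged from 1.88 to 3.23, in G3. In G4, dmc_5107 (gro) and dmc_1408 (mam), each with 2 reads in the female body, were at least 11.6-fold and 3.07-fold higher in the male body over the pairings when set against 3 reads. In gonads, dmc_2590 (CG18659) of G5 had a ratio of 4.73, from 167 reads in ovary and 12 in testis, and dmc_5486 (heph) of G6 had 1 and 406 reads. Set against 3 reads, dmc_5486 was at least 52.4-fold higher in testis over the pairings. Among the mRNAs of these 12 cognate genes, 0 differed between the sexes of the tissue at an adjusted p under 0.05, and 1, gro, had an unadjusted p under 0.05. Their log2 fold changes lay between -1.09 (CG18659) and 1.63 (gro), with standard errors of 0.42 to 0.83, and in 9 of the 12 the TPM of the replicates overlapped between the sexes. With the replicate number as a block, 3 of the 12 passed, nrv3 with an adjusted p of 0.014, gro with 0.0013 and CG18659 with 0.010. Over the alternatives their adjusted p ranged from 0.00031 to 0.532, from 0.00081 to 0.129 and from 1.7e-05 to 0.240. After scaling by the median of ratios, 7 of the 12 passed.

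**Figure D1:**
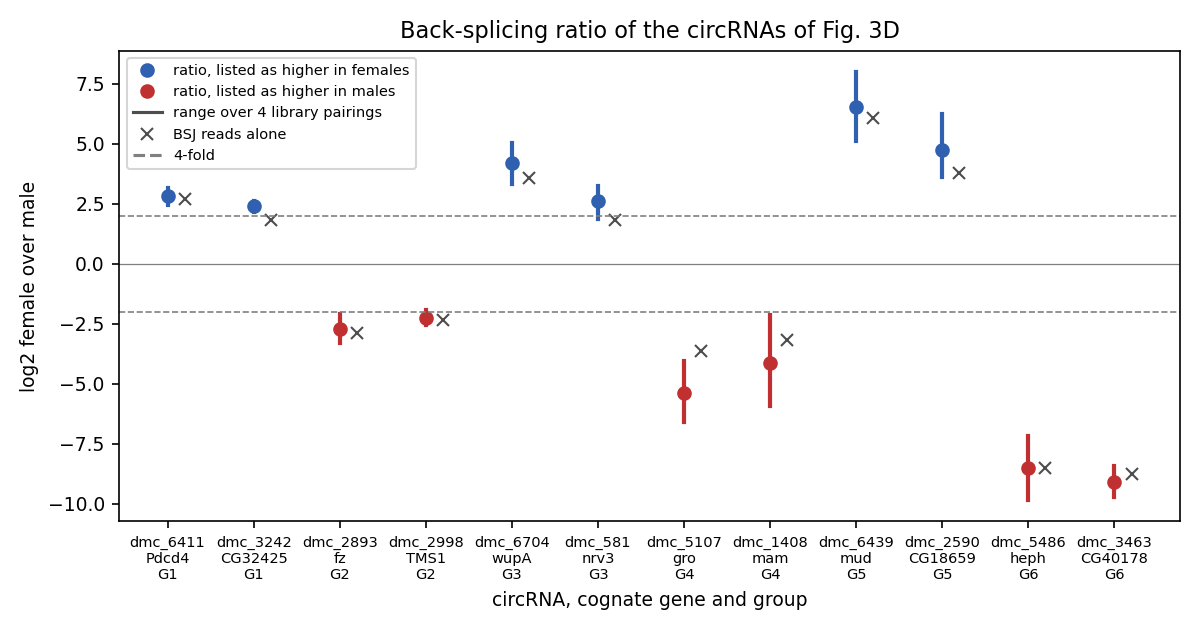
The log2 back-splicing ratio of female over male (vertical axis) is plotted for the 12 circRNAs of Fig. 3D (horizontal axis, with cognate gene and group) as points, blue where the paper lists the circRNA as higher in females and red where higher in males. Vertical lines span the ratio over the 4 pairings of one female and one male PolyA library, crosses give the log2 ratio of BSJ reads alone with a pseudocount of 0.1, and dashed lines mark 4-fold; the lines of dmc_581 and dmc_2998 cross the 4-fold mark.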

Except for the two in G2, which only has two circRNAs with fold-changes very close to the cutoff, the other ten circRNAs were confirmed, displaying a pattern of sex-differentially back-spliced activity (Figure 3D). For example, the circRNA *dmc_6439* in G5 was specifically back-spliced in ovary but not in testis, while the linear mRNAs from its cognate gene *CG12047* were at similar levels in both gonads; and the circRNA *dmc_3463* in G6 was specifically back-spliced in testis but not in ovary, while the linear mRNAs from its cognate gene *CG40178* were at similar levels (Figure 3D).

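The gene CG12047 is listed as mud (FBgn0002873) in the gene tables and lies on chromosome X of dm6 from 14247732 to 14258595. Its TPM was 28.3 ± 18.8 (SD, n = 2) in ovary and 38.9 ± 24.9 (SD, n = 2) in testis, with single values of 15.0 and 41.6 in ovary and 21.3 and 56.6 in testis. The log2 fold change was -0.46 (standard error 0.68, adjusted p = 0.598 from limma), so the difference was smaller than the spread between replicates. It changed sign without replicate 1 of the ovary, to 0.25, a comparison that carries the shift shared by libraries of a replicate number. CG40178 (FBgn0058178) lies on chromosome 3L from 25798441 to 26014112. Its TPM was 8.77 ± 3.46 (SD, n = 2) in ovary and 6.88 ± 1.49 (SD, n = 2) in testis, a log2 fold change of 0.28 (standard error 0.42, adjusted p = 0.606 from limma), which was -0.09 without replicate 2 of the ovary. After scaling by the median of ratios the mRNA of both genes was lower in ovary. The log2 fold change was then -1.87 (standard error 0.28) for mud and -1.02 (standard error 0.26) for CG40178, and both passed an adjusted p of 0.05. That scaling moved the median of all 12882 genes between ovary and testis from 0.07 to -0.67. dmc_6439 had 540 BSJ reads in the R+ library of ovary and 8 in that of testis, and a log2 back-splicing ratio of 6.52, from 5.09 to 7.98 over the pairings of PolyA libraries. dmc_3463 had 0 BSJ reads in ovary and 43 in testis; set against 3 reads and divided by TPM, it was at least 11.4-fold higher in testis over the pairings.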

### SXL promotes the generation of circRNAs

In total, there were 235 circRNAs which back-splicing activities were significantly different between the females and males (Supplementary Figure S2B). 

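Over the 6 groups, 201 of the 235 circRNAs had reads and a cognate gene, and 193 of the 201 had a back-splicing ratio of at least 4-fold in at least one tissue in which they are listed. In all 4 pairings of a female and a male PolyA library, 151 circRNAs were at least 4-fold apart, and 186 in both pairings of the same replicate number. Counted by group, 204 of 212 entries were at least 4-fold apart. Of these 204, 44 passed 4-fold only after the division by TPM. Listed entries without reads were left out, so the part that rests on the division may be understated. The count of 193 was 166 with TPM scaled by the median of ratios. It was not made with the centred R+ reads, a step chosen after seeing the data that gave from 30 to 51 in place of 90 circRNAs at 4-fold for G1 and from 7 to 10 in place of 11 for G3. It was 201 without replicate 1 and 186 without replicate 2 of the PolyA libraries. Among circRNAs listed as stronger in females, 115 of the paper's 129 reached 4-fold, and among those listed as stronger in males 81 of 112; the others had no reads in the copies of the tables, no cognate gene in the gene tables or a ratio under 4-fold. The level of a circRNA also depends on transcription of its cognate gene, so the paper normalized BSJ reads to the mRNA of that gene. It required a change of at least 4-fold, the same direction in the R– samples and at least 15 normalized reads. It also tested 12 circRNAs by RT-PCR and reports the pattern for all but those of G2. From this it concludes that the back-splicing of these circRNAs differed between females and males.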

We then focused on factors in the sex-determination pathway to address whether they regulate the back-splicing activity. 

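In the PolyA libraries, Sxl (FBgn0264270, chromosome X of dm6, 7074550 to 7098056, minus strand) had a TPM of 87.7 ± 39.1 (SD, n = 2) in female and 93.4 ± 33.7 (SD, n = 2) in male heads. The log2 fold change of -0.12 (standard error 0.82, adjusted p = 1.00 from limma) was far smaller than the replicate spread, and it was 0.02 with FPKM, 0.06 after scaling by the median of ratios and 0.04 after quantile normalization. Without replicate 1 of the female head it was 0.35. In bodies the TPM was 95.7 ± 78.7 (SD, n = 2) in females and 25.5 ± 15.5 (SD, n = 2) in males, a log2 fold change of 1.71 (standard error 0.82, adjusted p = 0.124 from limma). With the replicate number as a block the adjusted p was 0.00065, and over all alternatives it ranged from 0.00065 to 0.157. In gonads the TPM was 135 ± 105 (SD, n = 2) in ovary and 11.2 ± 6.20 (SD, n = 2) in testis, a log2 fold change of 3.33 (standard error 0.82, adjusted p = 0.0059 from limma), which passed under all 10 alternatives. tra (FBgn0003741, chromosome 3L, 16590059 to 16591050) was higher in female than in male bodies, with a log2 fold change of 1.66 (standard error 0.44, adjusted p = 0.012 from limma), and in ovary than in testis, with 2.00 (standard error 0.44, adjusted p = 0.0030 from limma). The first did not pass in a model of only the 4 libraries compared, and the second did not pass after scaling by the median of ratios. In heads the log2 fold change of tra was 0.28 (adjusted p = 1.00). tra2 (FBgn0003742, chromosome 2R, 14602004 to 14604337) and dsx (FBgn0000504, chromosome 3R, 7924323 to 7967408) did not pass in heads, bodies or gonads with the TPM and no block. Their log2 fold changes lay between -0.26 and 0.72 and between -0.85 and -0.33, with standard errors of 0.48 and 0.56. Both passed in bodies with the replicate number as a block, tra2 with an adjusted p of 0.010 (0.010 to 0.527 over the alternatives) and dsx with 0.043 (0.00030 to 0.440). With TPM scaled by the median of ratios, dsx passed with -1.72 in bodies and -1.58 in gonads, and the direction of tra2 reversed in bodies, to -0.20, and in gonads, to -1.29, where it passed (adjusted p = 0.00026). Without replicate 1 of the testis tra2 was at -0.27 in gonads; after quantile normalization dsx reversed in gonads and passed, at 0.70 (adjusted p = 0.036), and in bodies both genes passed in the direction they had before. A TPM sums all splice forms of a gene, so the sex-specific splicing of these genes was not analysed here.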

The sex-determination in *Drosophila* is somatic and controlled by a cascade of alternatively spliced genes including *Sex-lethal* (*Sxl*), *transformer* (*tra*) and *doublesex* (*dsx*) (62), in which *Sxl* and *tra* encode functional RNA-binding proteins SXL and TRA, respectively, in females but not in males, the *dsx* gene encodes transcription factors that differ in their C-termini, DSX-F in females and DSX-M in males (63).

We performed detection using two sex-specific cell lines, Kc from the female and S2 from the male (64). Showing by RT-PCR and western blotting, exogenous SXL, TRA, TRA2, DSX-F and DSX-M were expressed in S2 cells, which has no endogenous SXL, TRA and DSX-F (Supplementary Figure S3A and B). Among the 8 tested circRNAs that were sex-differentially back-spliced in the previous *Drosophila* samples, 4 circRNAs (*dmc_579, _2185, _6411* and _*7247*) exhibited expression in the female Kc cells but did not in the male S2 cells, whereas the other 4 circRNAs (*dmc_2797, _3242, _6952* and _*6439*) could not be detected in either Kc or S2 (Figure 4A, cf. lanes 1–2 and 9–10). Interestingly, expression of the exogenous SXL but not TRA, TRA + TRA2, DSX-F or DSX-M in S2 cells dramatically improved back-splicing of all the first 4 circRNAs and two of the second 4 circRNAs (Figure 4A, cf. lanes 3–4 and 11–12). Meanwhile, linear mRNAs of the increased circRNAs’ cognate genes were decreased or not obviously changed in S2 cells, suggesting that the stimulated production of those six circRNAs were dependent on the improved back-splicing activity rather than on an increased transcription activity, and this is consistent with the previous finding that exon circularization and linear splicing could compete with each other (27).

**Figure 4.**
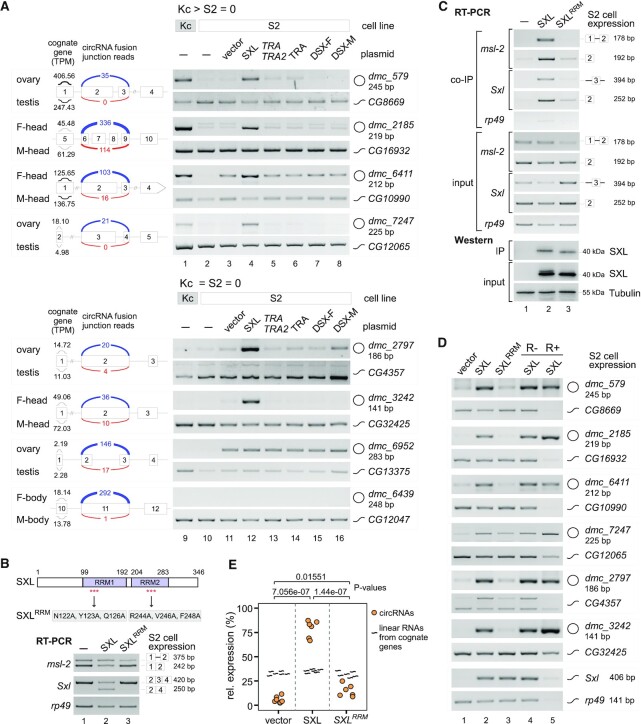
The RNA-binding protein SXL regulates back-splicing of the female-specific circRNAs. (**A**) Expression of SXL, but not other sex-determination factors, in the male S2 cells promotes the female-specifically back-spliced circRNAs that were identified from the *Drosophila* adult samples. Upper, circRNAs that were specifically expressed in Kc cells but not in S2 cells; lower, circRNAs that were neither detectable in Kc cells nor S2 cells. Expression levels of those factors are shown in Supplementary Figure S3A. BSJ reads are indicated as blue lines (female samples) and red lines (male samples), and the expression levels (TPM) of their cognate genes are indicated as black lines. (**B**) Unlike the WT-SXL, expression of the SXL^RRM^ mutant that has six alanine substitutions in S2 cells failed to promote AS of downstream genes. Mutation sites in SXL were designed according to a published structure (for details see Supplementary Figure S3C). (**C**) SXL co-IPed pre-mRNAs from its downstream genes, while the SXL^RRM^ mutant did not. (**D**) Expression of SXL promotes the female-specifically back-spliced circRNAs in S2 cells, while expression of the SXL^RRM^ mutant did not. (**E**) Quantification of the circRNAs in S2 cells with expression of SXLs. Data represents the mean ± SEM from six repeats, and the *P*-values were calculated using a two-sided *t*-test. *P < 0.1, **P < 0.01, ***P < 0.001.

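For the 8 circRNAs of Fig. 4A, the cognate genes had TPM values from 0.813 to 468 in the PolyA libraries of the tissue shown. Of the 8 mRNAs, 1 differed between the sexes at an adjusted p under 0.05. CG12065 (FBgn0030052, chromosome X of dm6, 8574306 to 8588528), the cognate gene of dmc_7247, had a TPM of 18.1 ± 7.62 (SD, n = 2) in ovary and 4.98 ± 2.53 (SD, n = 2) in testis, with a log2 fold change of 1.68 (standard error 0.52, adjusted p = 0.019 from limma). It did not pass after scaling by the median of ratios, where the log2 fold change was 0.37, or in a model of only the 4 libraries compared. crc (FBgn0000370, chromosome 2L, 21310866 to 21319527), the cognate gene of dmc_579, had a TPM of 407 ± 86.6 (SD, n = 2) in ovary and 247 ± 108 (SD, n = 2) in testis, and a log2 fold change of 0.77 (standard error 0.57, adjusted p = 0.273 from limma). With the replicate number as a block the adjusted p was 0.020, and over the alternatives it ranged from 0.0011 to 0.312. After scaling by the median of ratios the direction reversed, to -0.70, and crc passed as lower in ovary (adjusted p = 0.031 from limma). In heads, Pdcd4 had a TPM of 126 ± 15.5 (SD, n = 2) in females and 137 ± 29.6 (SD, n = 2) in males, Eps-15 had 45.9 ± 8.34 and 61.3 ± 17.3, and CG32425 had 49.1 ± 5.64 and 72.0 ± 8.07. In ovary and testis, Ncc69 had 14.7 ± 4.82 and 11.0 ± 6.37 and CG13375 had 2.19 ± 0.823 and 2.28 ± 2.08, and mud had 18.1 ± 13.3 in the female and 13.8 ± 6.77 in the male body. None of these 6 passed the adjusted p of 0.05; after scaling by the median of ratios Ncc69, with a log2 fold change of -0.88, and CG13375, with -0.79, passed and were lower in ovary, while after quantile normalization CG13375 passed with 1.36, higher in ovary. The back-splicing ratio of the 8 circRNAs was at least 4-fold for 6. In the female body dmc_6439 had 292 BSJ reads and in the male body 1. Set against 3 reads, it was at least 31.8-fold higher in females over the pairings. It also had 540 reads in ovary, and gonad tissue in the body samples was not excluded as a source of the body reads. dmc_6952 had 146 reads in ovary and 17 in testis and a ratio of 3.16 (1.33 to 4.32 over the pairings). dmc_579 and dmc_7247 had 35 and 21 BSJ reads in ovary and 0 in testis; set against 3 reads, dmc_579 was at least 4.27-fold higher in ovary over the pairings, and dmc_7247 at least 1.76-fold higher in both pairings of the same replicate number, while it fell to 0.951-fold in a pairing across numbers. dmc_2185 (Eps-15) in heads, with a ratio of 1.98 (1.48 to 2.44 over the pairings), and dmc_2797 (Ncc69) in gonads, with 1.88 (0.82 to 2.75), were under 4-fold.

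**Figure D2:**
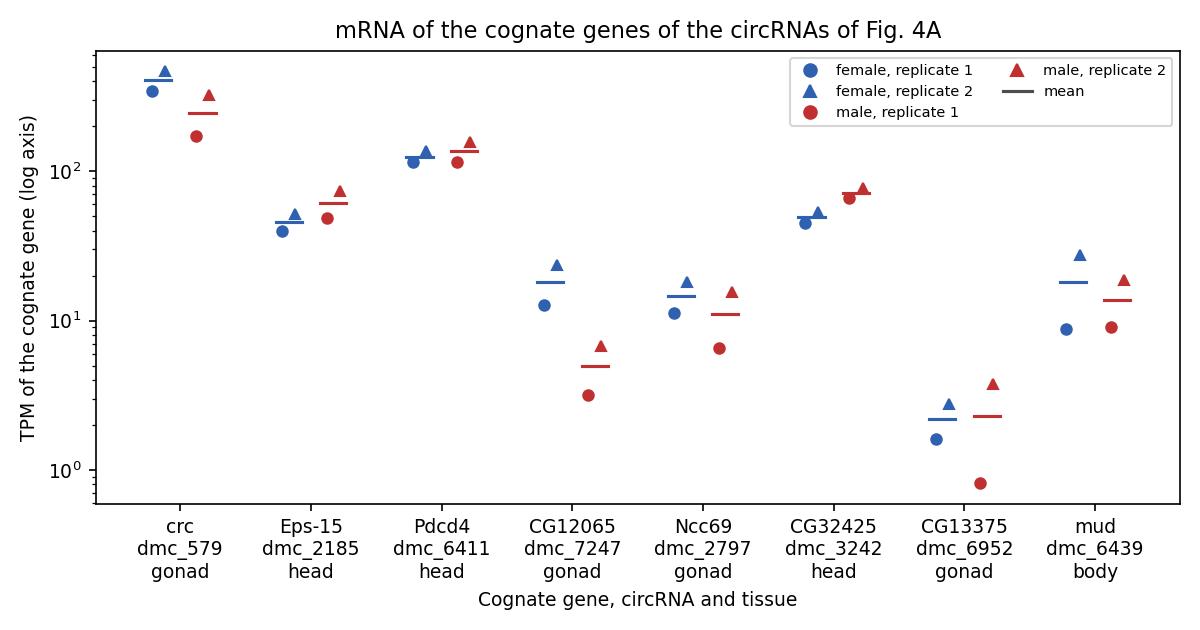
TPM of the cognate genes of the 8 circRNAs of Fig. 4A in the PolyA libraries of the tissue shown (vertical axis, logarithmic), with females in blue, males in red, replicate 1 as circles, replicate 2 as triangles and the mean of both as a line. Both values of the females lie above both of the males for CG12065 and crc and below both for CG32425, while the ranges of the sexes overlap for the other 5 genes; within each replicate number, Ncc69 is also higher and Eps-15 and Pdcd4 are also lower in females.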

To further confirm, we constructed SXL^RRM^, a SXL mutant that has 6-residue substitutions (N122A, Y123A and Q126A in RRM1, and R244A, V246A and F248A in RRM2), based on information from a crystal structure of the SXL-RNA complex (65), in which the 6 residues directly interact with the pre-mRNA substrate (Figure 4B, upper and Supplementary Figure S3C). Expression of SXL^RRM^ in S2 cells did not change AS of two known target genes, *msl-2* and *Sxl* itself (Figure 4B, lower), and the SXL^RRM^ mutant co-IPed much less pre-mRNA of the two genes (Figure 4C), demonstrating that this mutant has significantly decreased RNA-binding activity. Furthermore, the SXL^RRM^ mutant failed to facilitate back-splicing of all six tested circRNAs, whereas the WT-SXL did (Figure 4D). These results in cell lines are consistent with the above findings in the fly samples. We conclude that some of the sex-differentially back-spliced circRNAs are facilitated by SXL, and the effective RNA-binding activity of SXL is required for the facilitation of back-splicing.

We also asked whether the strongly back-spliced circRNAs in Kc cells could be inhibited by knockdown of SXL. However, none of the three tested circRNAs were decreased when the *Sxl* was knocked down by dsRNA-induced RNAi (Supplementary Figure S4A). On the other direction, we tried to address whether the male-specifically back-spliced circRNAs could be facilitated in Kc cells when SXL is knocked down, but there was no detectable difference in back-splicing (Supplementary Figure S4B). These data imply that knockdown was insufficient to abolish the SXL activity by the RNAi approach in Kc cells. We then further tested effects in the *Sxl* down-regulated mutant strains using a heteroallelic mutant *Sxl ^M1, fΔ33 / f2^* strain that was generated from the cross between *Sxl ^M1, fΔ33^* and *Sxl ^f2^* (46,47). In the females of the heteroallelic strain, female-specific isoform of *Sxl* was abolished, and the production of three tested female-differentially spliced circRNAs were significantly decreased (Supplementary Figure S4D). These results provide *in vivo* evidence that loss of SXL affects generation of the sex-differentially spliced circRNAs.

### Identification of SXL-binding sites by PAR-CLIP

To address how the SXL-binding on pre-mRNA facilitates back-splicing and results in the generation of sex-specific circRNAs, we then performed PAR-CLIP to identify transcriptome-wide RNA-binding sites of SXL. After cross-linking, co-IP and RNA-seq of the SXL-bound RNA fragments in Kc cells (Figure 5A and Supplementary Figure S5A), we obtained 14499 SXL-binding peaks in total (Supplementary Figure S5B & Supplementary Table S7). Using software MEME-ChIP (66), two consensus RNA motifs for SXL-binding were identified, a U-rich and a GUUGU-rich motif (Figure 5B). The U-rich motif is consistent with a previous report using the SELEX method (67). However, the GUUGU-rich motif is a novel consensus motif, although its similar sequence was appeared in the identified SXL-binding site in the polypyrimidine tract (PPyT) of the *tra* pre-mRNA (65,68).

**Figure 5.**
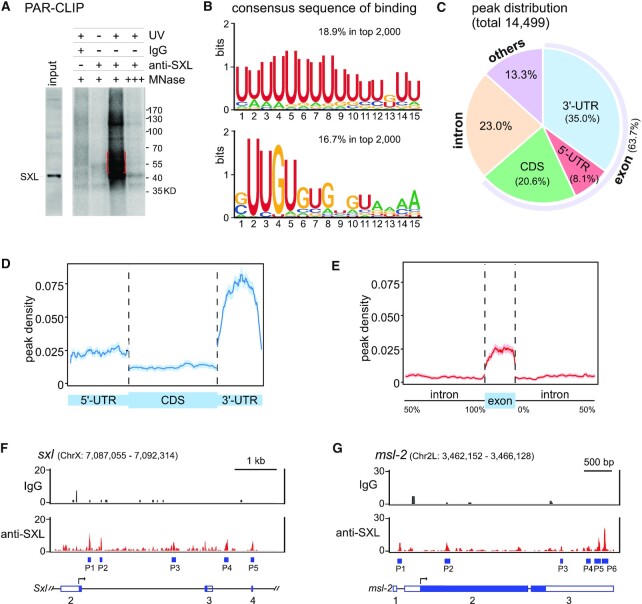
Distribution of the transcriptome-wide SXL-binding peaks. (**A**) Visualization of the ^32^P-labeled SXL-RNA adducts after MNase digestion and 3′-linker ligation, which is one step of the SXL PAR-CLIP in Kc cells. No UV-crosslinking, immunoprecipitation by IgG and over-digestion by MNase were used as negative controls. Region for further RNA extraction is indicated in a red rectangle. (**B**) The top two consensus RNA-binding motifs for SXL. (**C**) Distribution of SXL-binding peaks in the *Drosophila* genomic regions. (**D**) Comparison of the SXL-binding peak densities between regions of the 5'-UTR, CDS and 3'-UTR from coding genes. (**E**) Comparison of the SXL-binding peak densities between the intronic and exonic regions. (**F**) Identified SXL-binding peaks on the *Sxl* pre-mRNA. (**G**) Identified SXL-binding peaks on the *msl-2* pre-mRNA. Blue rectangles, positions of the SXL-binding peaks.

Among the SXL-binding peaks, 63.7% were from exonic regions, in which 8.1%, 20.6% and 35% were located in the 5'-UTRs, CDSs, and 3'-UTRs, respectively, and 23.0% were from intronic regions (Figure 5C). The highest density of SXL-binding in the 3'-UTRs implies that SXL may play critical roles in regulation of 3'-end cleavage/polyadenylation and translation (Figure 5D). The peak density was higher in exons than in introns (Figure 5E); however, SXL-binding in intronic regions was still significant if considering its low abundancy and stability in cells.

We did not obtain SXL-binding peaks on the *tra* pre-mRNA, which might be due to low level of the pre-mRNA in Kc cells. However, we obtained strong SXL-binding peaks on the other two known downstream targets. First, there were 5 peaks on the *Sxl* itself pre-mRNA, 3 were at intron 2 and the other 2 were at intron 3 and exon 4, respectively (Figure 5F); this is consistent with previous studies that SXL binds to intron 2 for self-splicing regulation and generates the *Sxl* mRNA in females (69). Second, there were 6 SXL-binding peaks on the *msl-2* pre-mRNA (Figure 5G), in which the peak P1 at intron 1 was near the two previously identified *cis*-elements that are silencers for splicing inhibition of the *msl-2* mRNA in females but not in males (70). In addition, 4 peaks (P3–P6) on the 3'-UTR of *msl-2* are consistent with studies that SXL inhibits translation of *msl-2* through its binding to the 3'-UTR (71,72). These data demonstrate that our PAR-CLIP data are reliable and useful for further mechanistic analysis.

### SXL-binding on flanking regions facilitates back-splicing, whereas binding on the back-spliced exons inhibits back-splicing

We found 2285 reliable circRNAs that have SXL-binding peaks on the back-splicing related regions, including the back-spliced exons, flanking introns or flanking exons (Figure 6A). Among them, 502 (22.0%) circRNAs had peaks on their back-spliced exons, 1587 (69.5%) and 1111 (48.6%) circRNAs had peaks on their flanking introns and flanking exons respectively, showing a pattern that the SXL-binding peaks on the flanking regions are significantly enriched.

**Figure 6.**
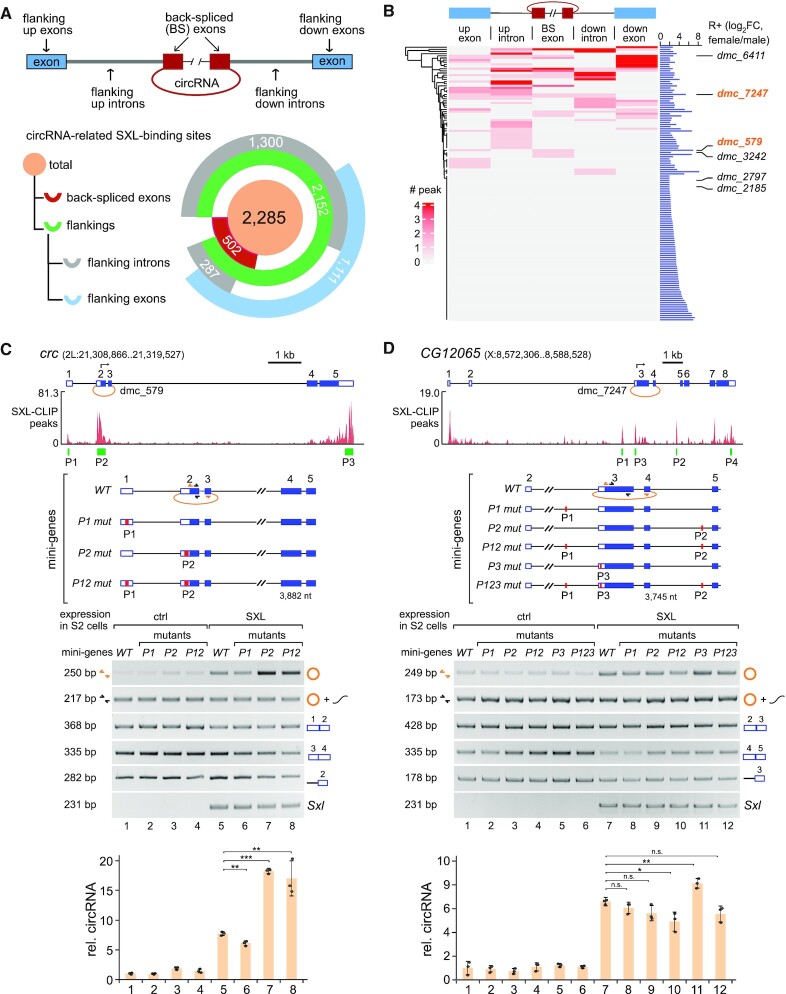
Binding of SXL regulates the sex-specifically back-spliced circRNAs. (**A**) Distribution of SXL-binding peaks in the circRNA-related regions. CircRNA-related regions are divided into the back-spliced exons, flanking introns and flanking exons. (**B**) Heatmap for SXL-binding peaks in the related regions of the 129 female-differentially back-spliced circRNAs. Six previously tested circRNAs are indicated. Distribution of SXL-binding peaks in the other circRNAs are presented in Supplementary Figure S6. (**C**) SXL regulates back-splicing of the circRNA *dmc_579* through binding to the upstream flanking exon and the back-spliced exon. (**D**) SXL regulates back-splicing of the circRNA *dmc_7247* through binding to the flanking introns and the back-spliced exons. Green rectangles, positions of the SXL-binding peaks; red rectangles, positions of the binding sites with T > A substitutions in the mini-gene mutants. Data represents the mean ± SEM from triplets, and the P-values were calculated using a two-sided *t*-test. *P < 0.1, **P < 0.01, ***P < 0.001.

Further analyses revealed that 60 of the 129 female-differentially back-spliced circRNAs (G1, G2 and G3 in Figure 3C) had SXL-binding peaks on their back-splicing related regions, including four circRNAs (*dmc_579*, _*6411, _7247* and _*3242)*, whose back-splicing was facilitated by expression of SXL in S2 cells (Figure 6B). In contrast, 69 other circRNAs did not have SXL-binding peaks on their related regions. This result suggests that about half of the female-differentially back-spliced circRNAs may be facilitated by SXL-binding to their pre-mRNAs.

To address this hypothesis, we focused on previously confirmed two female-specifically back-spliced circRNAs (*dmc_579* and *dmc*_*7247*) and constructed their plasmid-borne *WT* and mutant mini-genes, in which the *WT* U-rich motifs in the SXL-binding peaks were replaced by A-rich sequences. First, there were two SXL-binding peaks related to the circRNA *dmc_579*, P1 on its flanking upstream exon and P2 on its back-spliced exon (Figure 6C). Similar to the previously tested endogenous *dmc_579* (Figure 4D), the *WT* mini-gene did not produce obvious *dmc_579* in S2 cells, but it was significantly promoted upon SXL-expression (Figure 6C cf. lanes 5 to 1). However, the P1 mutant mini-gene exhibited a decreased enhancement of *dmc_579*, whereas the P2 mutant exhibited an increased enhancement, and the P12 double-mutant showed mutually cancelled effects (Figure 6C). Meanwhile, the canonical spliced products (E1-E2) were at slightly lower levels upon expression of SXL.

Secondly, there were three SXL-binding peaks related to *dmc_7247*, P1 and P2 on the flanking upstream and downstream introns respectively, and P3 on its back-spliced exon (Figure 6D). Similarly, the level of *dmc_7247* from its *WT* mini-gene was promoted by SXL-expression in S2 cells. The enhancement was decreased when sequences of the P1 or P2 on the flanking introns were mutated, whereas the enhancement was increased when the P3 sequence on its back-spliced exon was mutated (Figure 6D, cf. lanes 8–11 to 7).

Taken together, results from splicing of the mini-genes and their mutants reveal that disruption of the SXL-binding on the flanking regions (either exon or intron) results in decreased back-splicing, whereas disruption of the SXL-binding on the back-spliced exon results in increased back-splicing.

## DISCUSSION

There are many biochemical layers that could control the production of a cellular circRNA. In this study, we identified thousands of reliable circRNAs from a number of sex-specific *Drosophila* samples and found that hundreds of them are sex-differentially and sex-specifically back-spliced. Focusing on the female-specifically back-spliced circRNAs, we demonstrate that the RBP SXL is a key regulator that binds to pre-mRNAs of cognate genes and controls the back-splicing activity in generation of many circRNAs.

Consistent with previous studies (69,70,73,74), our PAR-CLIP data demonstrate that SXL binds to introns and exons of its target genes, including the dosage compensation gene *msl-2* and *Sxl* itself, and result in skipped exons of their pre-mRNA splicing (Figure 7A). We also provide evidence that most of the SXL-binding peaks are particularly enriched in the 3'-UTRs of thousands of genes (Figure 7A), implying that SXL-binding on the 3'-UTR may be a common translational control for many genes in the female *Drosophila*, including the previously identified gene *msl-2* (71,72).

**Figure 7.**
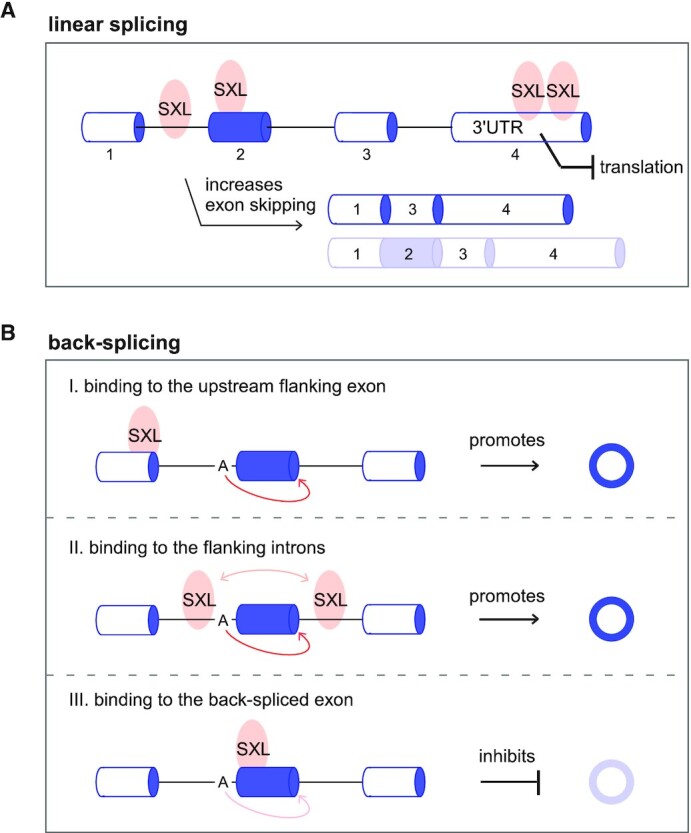
SXL regulates back-splicing and generation of sex-differentially expressed circRNAs. (**A**) SXL binds to introns and exons of the pre-mRNAs and often results in exon skipping under the way of canonical forward-splicing. Most of the SXL-binding peaks are enriched in the 3'-UTRs, implying a common translational control by SXL in *Drosophila* females. (**B**) SXL regulates back-splicing of female-specific circRNAs through three mechanistic modes. I) Binding of SXL to the upstream flanking exon inhibits canonical forward-splicing and promotes back-splicing; II) SXL binds to the flanking introns and promotes back-splicing, maybe functioning as a homodimer; III) SXL binds to the back-spliced exon and inhibits back-splicing.

Besides controlling the fate of many linear mRNAs, in this study, we demonstrate that SXL can also regulate back-splicing of many female-specific and -differential circRNAs through three mechanistic modes. First, when SXL binds to the upstream flanking exon of a circRNA, it promotes the back-splicing due to inhibition of the canonical forward-splicing between the upstream exon and the circularized exon (Figure 7B, I). Second, when SXL is bound to the flanking introns of a circularized exon, it promotes the back-splicing activity that could be due to two reasons. One could be inhibition of the canonical forward-splicing between the circularized exon and the flanking exons. The other could be that SXL may function as a dimer (67) to bring the two splice sites closer for back-splicing and facilitate the production of circRNAs (Figure 7B, II), similar to the RNA-binding protein QKI that functions as a dimer and binds to the pre-mRNA to facilitate back-splicing (24). Third, when SXL binds to the back-spliced exon, it inhibits the back-splicing due to blocking the necessary splice sites for generation of circRNA (Figure 7B, III).

We notice that 69 out of the 129 female-differentially back-spliced circRNAs do not have SXL-binding peaks (Figure 6B); this could be due to either their expression levels being too low to be captured or that their back-splicing was modulated by other RBPs or *cis*-elements. Similarly, 61 out of the 112 male-differentially back-spliced circRNAs have SXL-binding sites (Supplementary Figure S6), suggesting that back-splicing of these circRNAs could be inhibited by SXL-binding in the females. It will be interesting to address their regulatory mechanisms in the future. It will also be important to know whether the identified 235 sex-differentially back-spliced circRNAs have functions in the *Drosophila* sexual development and how they contribute to the maturation of fly gonads and gametogenesis.

In addition, we obtained more than ten thousand RNA-binding sites of SXL transcriptome-wide in the female Kc cells through the PAR-CLIP approach; this will allow for future detail studies on new *Drosophila* genes whether their expression and splicing are regulated by SXL. It has been known that *sister-of-Sex-lethal* (*ssx*), a paralogue of *Sxl* that is not alternatively spliced between the females and males, has similarities in functions and RNA-binding properties compared to *Sxl* (75–77). 

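ssx (FBgn0024987, chromosome X of dm6, 1370580 to 1375257) had a TPM of 67.3 ± 3.17 (SD, n = 2) in female and 113 ± 17.3 (SD, n = 2) in male heads, a log2 fold change of -0.73 (standard error 0.73, adjusted p = 1.00 from limma). In bodies the TPM was 51.7 ± 36.7 (SD, n = 2) in females and 27.3 ± 14.4 (SD, n = 2) in males, with a log2 fold change of 0.80 (standard error 0.73, adjusted p = 0.407 from limma) that was -0.13 after scaling by the median of ratios. In gonads the TPM was 82.2 ± 60.0 (SD, n = 2) in ovary and 19.3 ± 12.6 (SD, n = 2) in testis, a log2 fold change of 1.98 (standard error 0.73, adjusted p = 0.039 from limma). This difference passed in 7 of 10 alternatives, and did not with all genes above 0, after scaling by the median of ratios or in a model of only the 4 libraries compared.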

In cooperation with SXL, SSX may play a secondary role in the SXL-regulated sex-specific back-splicing events.

## DATA AVAILABILITY

All NGS data have been deposited to NCBI under accession number GSE221102.

## Supplementary Material

gkad280_Supplemental_Files Click here for additional data file.

# Supplementary material for: Sex-lethal regulates back-splicing and generation of the sex-differentially expressed circular RNAs
**Source:** Nucleic Acids Res. 2023 Apr 18;51(10):5228–41. doi: 10.1093/nar/gkad280
**Supplement:** gkad280_Supplemental_Files

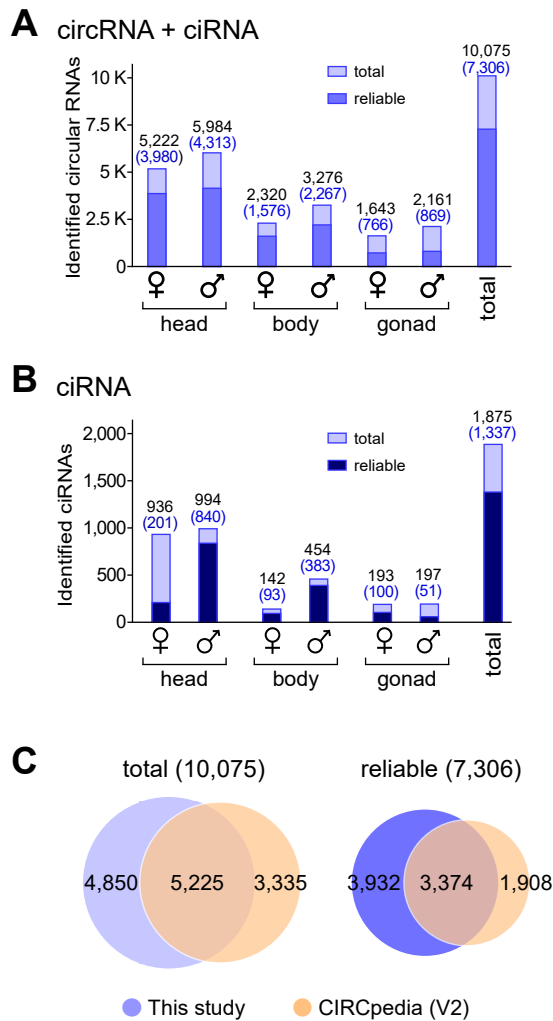

**Figure S1. Identified circular RNAs in the sex-specific *Drosophila* samples.**

(A) Statistics of all the identified circular RNAs, including circRNAs and ciRNAs, in the six sex-specific samples. (B) Statistics of the identified circular intronic RNAs (ciRNAs). Light blue, total circular RNAs; dark blue, reliable circular RNAs. (C) Comparison of the identified *Drosophila* circular RNAs between this study and the CIRCpedia v2 database. Left, the total detected circular RNAs; right, the reliable circular RNAs. CircRNA, exonic circular RNA generated by back-splicing; ciRNA, intronic circular RNA generated from intronic lariats.

**A** Sex-specifically expressed circRNAs

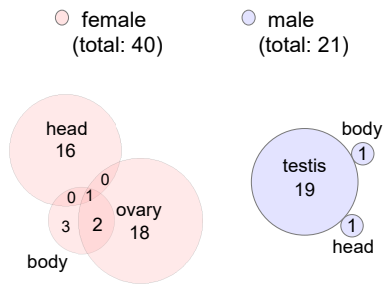

**B** Sex-differentially back-spliced circRNAs

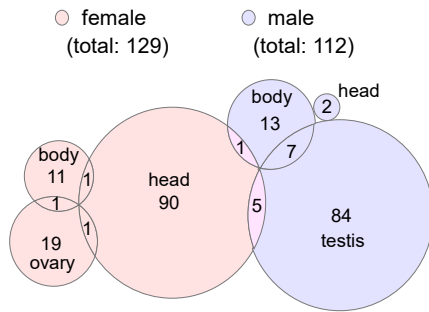

**Figure S2. Statistics of the sex-specifically expressed circRNAs and sex-differentially back-spliced circRNAs in *Drosophila*.**

(A) Statistics of the sex-specifically expressed circRNAs in the six *Drosophila* samples. (B) Statistics of the sex-differentially back-spliced circRNAs in the six sex-specific samples. Total numbers in each gender and their overlaps are indicated.

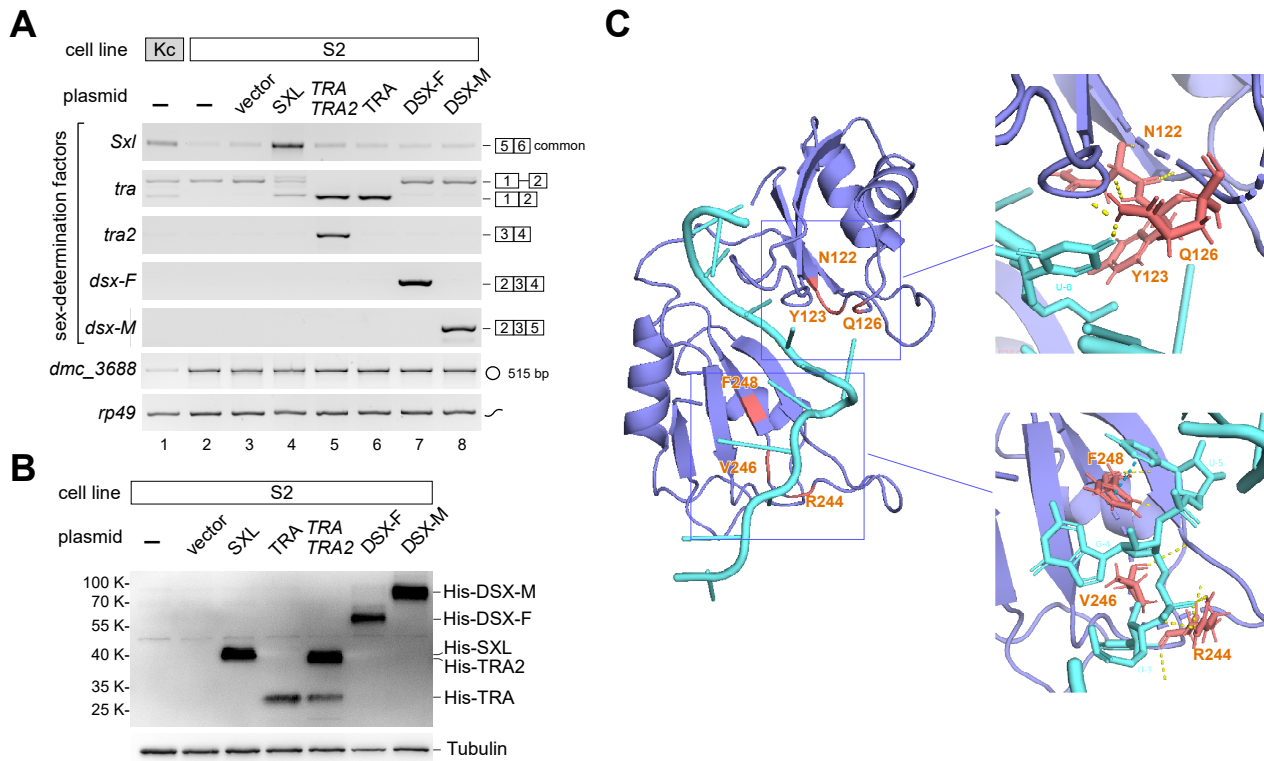

**Figure S3. Expression of key factors from the *Drosophila* sex-determination pathway and the SXL<sup>RRM</sup> mutant in the male S2 cells.**

Detection of the expression levels of sex-determination factors in S2 cells by RT-PCR (**A**) and western blotting (**B**) for Figure 3A. The RNA levels of *dmc\_3688* and *rp49*, and the protein levels of Tubulin were used as loading control. Expressed proteins were visualized by antibody against 6xHis. (**C**) Direct interactions between the RNA substrate and SXL residues. Left, six residues (brown) in SXL interact with the co-crystallized RNA substrate that was derived from the PPYT of *tra*; right, zoom on the regions around the six SXL residues that interact with the RNA. Blue, SXL; cyan, RNA substrate; brown, the RNA-interaction residues in SXL. Dashed lines: hydrogen bonds (yellow) and Pi-Pi interaction (blue). This figure is rendered from PDB ID: 1B7F (63) using PyMOL.

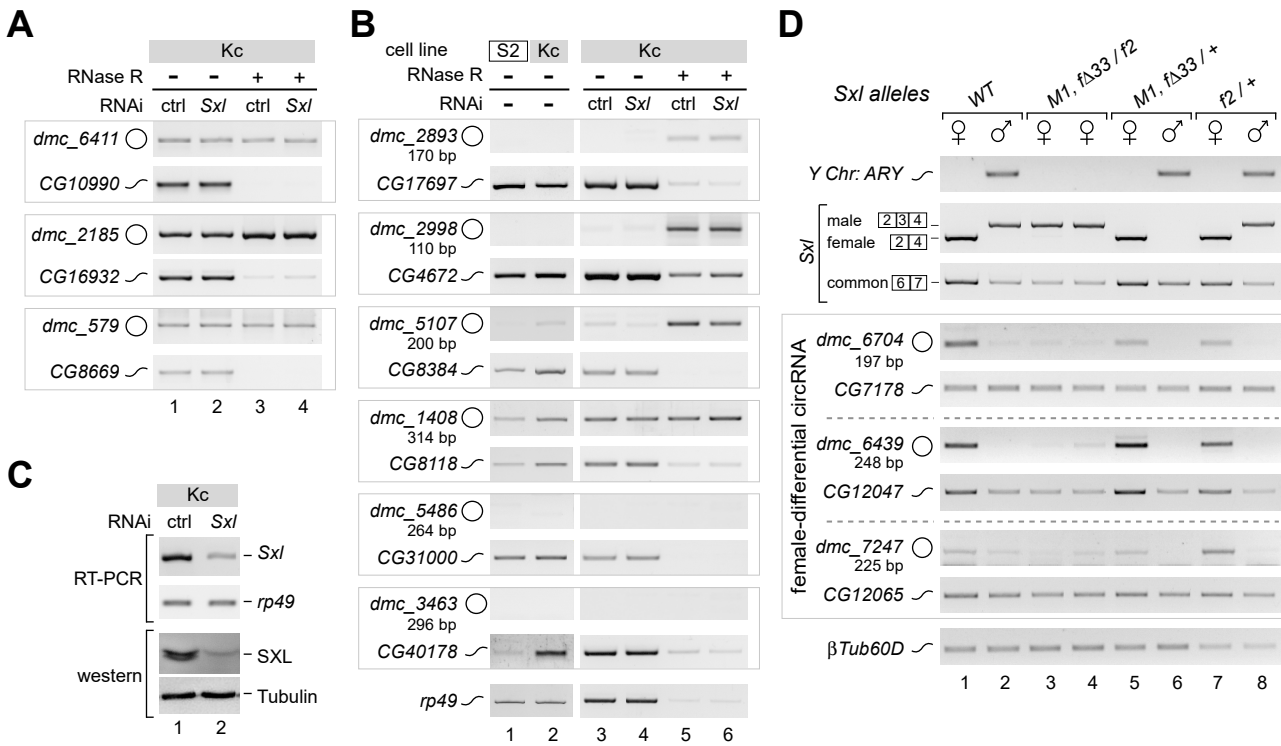

**Figure S4. Knockdown of *Sxl* in *Drosophila* change the levels of sex-differentially back-spliced circRNAs.**

(A) Three circRNAs significantly back-spliced in the female fly samples were not decreased when the *Sxl* was knockdown by dsRNA-induced RNAi in Kc cells. (B) Six circRNAs significantly back-spliced in the male fly samples were not increased when the *Sxl* was knockdown by RNAi in Kc cells. (C) *Sxl* was knocked down in Kc cells by the dsRNA-induced RNAi, which was confirmed by both RT-PCR and western blotting. (D) In the female bodies of *Sxl* *M1, fΔ33 / f2* mutant flies, *Sxl* is down-regulated and levels of the female-differentially spliced circRNAs are significantly decreased. The heteroallelic mutant *Sxl* *M1, fΔ33 / f2* was acquired from the cross between female virgins of *Sxl* *M1, fΔ33 / Binsinscy* (BDSC 58487) and *Sxl* *f2/Y* (BDSC 4593). Genders of the fly adults were confirmed by expression of the Y chromosomal gene *ARY*. Sex-specific RNA isoforms of *Sxl* and their common regions were amplified using specific primers.

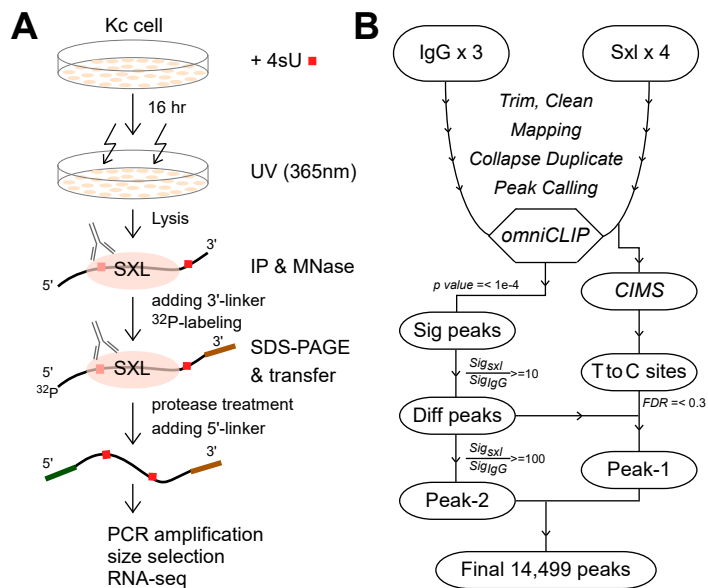

**Figure S5. Strategy and pipeline for identification of transcriptome-wide SXL-binding using a PAR-CLIP approach and RNA-seq.**

(A) Overview of the PAR-CLIP approach for identification of SXL's RNA-binding sites. (B) The processing pipeline for analysis of the CLIP-seq data.

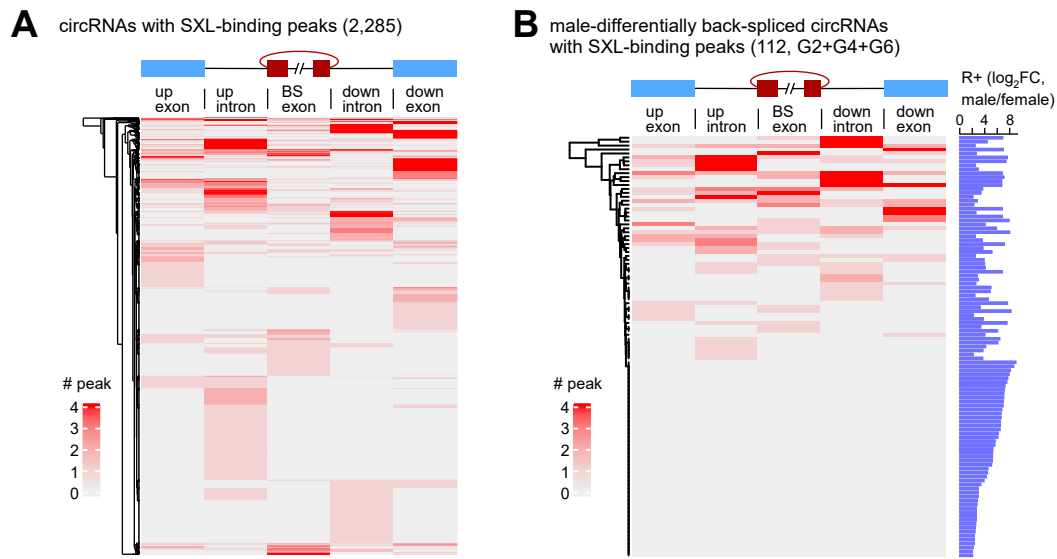

**Figure S6. Heatmap for distribution of SXL-binding peaks in the related regions of *Drosophila* circRNAs.**

(A) All the 2,285 circRNAs which related regions have SXL-binding peaks. (B) The male-differentially back-spliced circRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

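Heads, bodies and gonads of adult females and males were sequenced as 3 RNA fractions. The 37 samples of the study comprised 12 PolyA libraries (mRNA, 2 replicates of each of 6 groups), 12 R– libraries, 6 R+ libraries (treated with RNase R, one per group) and 7 PAR-CLIP libraries. Gene tables of the 12 PolyA libraries were analysed here. The other 25 samples were not analysed here, apart from the numbers of back-spliced junction (BSJ) reads of the R+ and R– libraries in the paper's supplementary tables.

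The authors trimmed the PolyA reads with cutadapt, mapped them to the dm6 genome with STAR, annotated genes with Ensembl release 88 and deposited one table per library. Each table lists 17559 genes with the coverage, FPKM and TPM that the authors computed; coverage was not used here. The authors' deposited TPM values sum to 1000000 in each library and keep no read counts. The precision of a single gene's TPM was judged only from the 2 replicates. Between 31289843 and 42876944 PolyA reads were mapped per library, as the paper lists them. The authors' FPKM values served as an alternative to TPM.

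Gene coordinates are those of the tables, on dm6. Differences between groups were computed from log2(TPM + 1) for the 12882 genes with a mean TPM of at least 1, using limma version 3.58.1 in R version 4.3.3 (lmFit, contrasts, and eBayes with a trend) in one model of all 12 libraries with one mean per group. Tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method within each contrast. The contrasts were female against male in 3 tissues, 6 contrasts between tissues within a sex, and the difference of the sex difference between tissues. Gene sets were tested with camera (correlation of 0.01) and with fry, adjusted over the 6 groups of circRNAs or over the 3 contrasts for the X chromosome. Python version 3.11.15 with numpy version 2.4.6, pandas version 2.3.3 and scipy version 1.17.1 was used for the other steps, and matplotlib version 3.10.9 for plots.

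The back-splicing ratio was computed as the paper's methods describe the measure, BSJ reads of the R+ libraries normalized by the TPM of the cognate gene. BSJ reads came from the paper's Supplementary Tables S3, S4 and S6, with a pseudocount of 0.1, and TPM was the mean of both replicates. For 61 circRNAs the reads of one sex were worked back from the log2 BSJ ratio of Table S6. A ratio of at least 4-fold in the direction of the paper's list was counted. The paper also asks for the same direction in the R– samples and for at least 15 normalized reads in one sample; these conditions were not applied again to its lists. R+ libraries have no replicates, so no test was made on BSJ reads. For single circRNAs named in the text with at most 3 BSJ reads in a sex, a lower bound against 3 reads was given. It is the lowest over the 4 pairings of a female and a male PolyA library with the deposited TPM. It does not cover the counting error of the BSJ reads. The medians and counts of groups include the ratios of these circRNAs with the pseudocount.

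Replicates carry the numbers 1 and 2 in the sample labels and in the paper's Table S2. Whether libraries with the same number deviate together was checked with the correlation, across genes, of their deviations from the group means. It lay between 0.345 and 0.769 (median 0.473) in 15 of 15 pairs of groups, above 0.1 in each, so the numbers pair the libraries. The paper's text does not name what the replicates of different tissues share. The fit with the replicate number as a block was therefore compared with the fit without it.

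The limma steps were tested on simulated data, in which 200 of 12882 genes were changed. With 2 libraries per group, 94 of 100 genes changed 16-fold and 57 of 100 genes changed 4-fold were recovered, 9 of 12682 unchanged genes were called, and 0 of 12882 genes were called in a contrast with no change. The median error of the log2 fold change was 0.28. A set of 50 shifted genes had a camera p of 4.5e-10. The simulated residuals were independent between genes and libraries, without the shift shared by libraries of a replicate number. These values therefore check that the steps run as meant and do not give the error rates in the real data.

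The alternatives were a pseudocount of 0.1 in place of 1, all genes with a TPM above 0 or genes with a mean TPM of at least 5, FPKM, scaling of TPM by the median of ratios over the 6381 genes with a TPM of at least 1 in every library, quantile normalization, a model of only the 4 libraries compared, the replicate block, eBayes without a trend, and leaving out each replicate in turn. For the back-splicing ratio they were a BSJ pseudocount of 1, a TPM pseudocount of 1, FPKM, the median of ratios, BSJ reads per mapped or per fusion junction R+ read, BSJ reads divided by relative TPM before the pseudocount, and leaving out each replicate. These alternatives, the designs, the lists of markers and the rule for named genes were chosen before the data were examined. The TPM without mitochondrial genes, the formula that multiplies the BSJ reads of each sex by the share of the other sex in the summed TPM (with replicate 1 or 2), the R+ reads centred on 3 measures of their offset, the list of eye markers and the alternatives for the difference between tissues were chosen after seeing the data.

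Where all genes move together, scaling decides the middle. The median log2 fold change of all 12882 genes was -0.12 in heads, -0.01 in bodies and 0.07 in gonads. After scaling by the median of ratios it was -0.00 in heads, -0.74 in bodies and -0.67 in gonads, and after quantile normalization -0.01, 0.38 and 0.54.

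Named genes were those that the paper names as cognate genes, sex-determination factors or PCR controls, the marker genes, and for each sex contrast the 3 genes with the largest increase and the 3 with the largest decrease among those with an adjusted p under 0.05 whose replicates did not overlap between the sexes. Marker lists of 10 genes each stood for testis, accessory gland, ovary and eye, and 12 of 14 genes that mark sex were found in the tables. roX1, roX2, Yp1, Yp2 and Yp3 followed the labels in all 12 libraries, and 7 Y-linked genes did so in bodies and gonads but not in heads. The mean TPM of the 7 Y-linked genes was between 3.04 and 10.6 in male bodies and testes, at most 0.106 in female libraries and at most 0.0107 in male heads.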

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

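Each of the tests of explanations below was chosen only after the result it bears on was seen, so they can exclude an explanation but leave the others as hypotheses.

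The difference between females and males was compared between tissues with an interaction term for each of 12882 genes (limma, adjusted p under 0.05). It differed between head and body for 4191 genes, between head and gonad for 6248 and between body and gonad for 691. After FPKM, scaling by the median of ratios or quantile normalization the smallest number for head against gonad was 7624. A scaling that moves all genes also makes calls, and whether the same genes passed was not compared. The count therefore does not exclude the scaling of TPM as a cause. Of the 4191 genes that differed between head and body, 98.2% were also past the threshold between ovary and testis, with the difference on the side of the body. That is consistent with gonad tissue in the body libraries, since the dissected bodies may have kept their gonads. A difference in mRNA between female and male tissue of the body itself was not tested and stays open. The number for body against gonad was not stable: it was 51 with eBayes without a trend, 134 with a pseudocount of 0.1, 144 with genes of a mean TPM of at least 5 and 3265 after scaling by the median of ratios.

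Among the genes the paper names, the sex difference of Sxl was smaller in head than in gonad by a log2 difference of -3.44 (standard error 1.16, adjusted p = 0.0337 from limma). For tra it was -1.73 (standard error 0.62, adjusted p = 0.0436 from limma), for Act5C -2.75 (standard error 0.79, adjusted p = 0.0165 from limma) and for RpL32 -3.06 (standard error 0.97, adjusted p = 0.0263 from limma). The sex differences of Act5C, for which the paper lists primers, and of its loading control rp49 (RpL32) thus changed between head and gonad about as much as those of Sxl and tra. With FPKM, the median of ratios and quantile normalization the adjusted p of Sxl and RpL32 stayed at or below 0.0361, which argues against scaling as the whole cause for these 2 genes; after the median of ratios the differences were -1.85 and -1.41. For tra and Act5C the scalings led to different results: the median of ratios gave -0.20 (adjusted p = 0.699) and -1.10 (adjusted p = 0.0657), while both passed with FPKM and quantile normalization, so scaling stays open for them. The cell types of the gonads differ, which is another open explanation and was not tested.

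Genes outside the paper's 1980 cognate genes also differed between the sexes. Their number was 11 in heads, 5159 in bodies and 6899 in gonads (limma, adjusted p under 0.05). In bodies and gonads the smallest count over FPKM, the median of ratios and quantile normalization was 7310. A scaling that moves all genes also makes calls, so this count alone does not exclude the scaling. With the median of ratios, 4924 of all 5473 genes called in bodies and 6497 of all 7738 in gonads passed again, cognate genes included. FPKM and quantile normalization kept more, and the direction of each gene was not compared. The scaling moved the split. In bodies 2033 were higher in females and 3126 in males, against 1762 and 5548 after scaling by the median of ratios. In bodies, 95.9% of the 5159 genes were also past the threshold in ovary against testis in the same direction, which is consistent with gonad tissue in the body libraries. Of all tested genes, 60.1% were past the threshold between ovary and testis. Differences between female and male tissues stay open for heads and gonads.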

How the results depend on the processing

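Over 158 results, 2051 comparisons with an alternative were made. In 1756 the result was kept. For a gene or set this means the same direction and, where tested, the same side of the threshold. A count was kept when it stayed within 1.5 times of its main value, whatever its split into higher and lower. A median or ratio was kept when it moved by less than the spread over the replicates. Of the 295 that changed, 85 reversed. Among 55 counts, medians and set tests, 24 were unchanged by this rule under every alternative run. Results that are not named below changed in 125 comparisons, of which 18 were weaker, 69 stronger and 38 moved. Where a cause is not given, the cause was not tested. Chosen only after the results were seen were the TPM without mitochondrial genes, the centred R+ reads, the formula with shares of TPM and every alternative for the difference of the sex difference between tissues.

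The replicate number as a block was compared for 109 results and changed 18. The count of genes that differed between the sexes in bodies was 8500 (4452 higher in females and 4048 in males) in place of 5473. It was 7194 in place of 4531 between female head and body, and 7637 in place of 4704 between male body and testis. The difference of the sex difference was past the threshold for 7207 genes in place of 4191 between head and body and for 2796 in place of 691 between body and gonad. The set of G1 cognate genes, with a difference of -0.061 from the other cognate genes, passed with an adjusted p of 0.028 (0.0237 to 0.147 over its alternatives). Of 82 results of named genes, 12 passed with the block but not in the same fit without it, and 0 lost their call. The second set test, fry, passed with the block but not without it for G3 (adjusted p = 0.0076), G4 (0.012), G5 (0.023) and G6 (0.012).

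In heads, 12 genes differed between the sexes. The count was 25 with all genes above 0, where more genes were tested, 20 with FPKM, 21 after scaling by the median of ratios, 21 after quantile normalization and 20 without mitochondrial genes, an alternative chosen after seeing the data. With only the 4 libraries compared it was 0, with 350 genes at an unadjusted p under 0.05, and fewer libraries then estimate the spread. In bodies, the count was 8291 with FPKM (3849 higher in females and 4442 in males), 8487 after scaling by the median of ratios and 8520 after quantile normalization (5035 and 3485). In gonads it stayed within 1.5 times of 7738 under every alternative, but the split of 3805 higher in ovary and 3933 in testis became 2564 and 6322 after scaling by the median of ratios and 5871 and 3814 after quantile normalization.

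Between tissues, 1494 genes differed between female body and ovary, and 3095 after quantile normalization, which moved the split from 1479 and 15 to 1761 and 1334. Between male head and body the count was 5485, and 9206 after quantile normalization, with a split of 1504 and 3981 against 5429 and 3777. Between male body and testis it was 4704 (2079 and 2625), and 2339 with a pseudocount of 0.1 (1933 and 406), 7068 with FPKM, 7697 after scaling by the median of ratios and 1752 with only the 4 libraries compared (1341 and 411).

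The sex difference differed between head and body for 6580 genes with FPKM, 6997 after scaling by the median of ratios and 6923 after quantile normalization, against 4191. Between body and gonad, against 691, the number was 134 with a pseudocount of 0.1, 1348 with all genes above 0, 144 with genes of a mean TPM of at least 5, 2479 with FPKM, 3265 after scaling by the median of ratios, 2033 after quantile normalization, 51 with eBayes without a trend and 1195 without mitochondrial genes.

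For the sets of cognate genes, G1 also passed with FPKM (difference of medians -0.055) and after scaling by the median of ratios (-0.058). G6 did not pass with camera for genes of a mean TPM of at least 5 (0.83) or after quantile normalization (0.77), where fry passed (adjusted p = 0.00075), and G5 reversed after scaling by the median of ratios, to -0.40 (fry, lower, adjusted p = 0.0024). The X chromosome stood 0.52 above the autosomes in bodies and 0.80 in gonads. With genes of a mean TPM of at least 5 these were 0.48 and 0.85 and did not pass, and in heads the direction of the test reversed at a difference of -0.0090. The median log2 fold change between ovary and testis reversed by more than its spread after scaling by the median of ratios, from 0.44 to -0.35 for cognate genes and from 0.07 to -0.67 for all tested genes. By its construction this scaling divides ovary libraries by higher factors than testis libraries.

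For the back-splicing ratio, scaling by the median of ratios left 7 circRNAs of G4 at 4-fold in place of 20. Those at 4-fold in all 4 pairings were then 2 in G2 in place of 1 and 11 in G3 in place of 7, and those that passed only after the division by TPM were 11 in place of 18 in G1, 0 in place of 13 in G4 and 3 in place of 7 in G6. A BSJ pseudocount of 1 left 0 of G2 and 8 of G5 at 4-fold in all 4 pairings, in place of 1 and 16; since it acts on low reads, that is its construction. With FPKM they were 2 in G2 and 14 in G4, in place of 1 and 8, and without mitochondrial genes 2 and 15. Centring the R+ reads on their median, chosen after seeing the data, left 30 circRNAs at 4-fold in G1 and 7 in G3, in place of 90 and 11. In all 4 pairings it left 16 in G1, 2 in G2 and 18 in G4, in place of 68, 1 and 8, and only after the division by TPM 4 in G1 and 3 in G3, in place of 18 and 6. Centred on the smaller offset of circRNAs with at least 15 reads in both sexes, also chosen after seeing the data, G1 held 51, with 37 in all 4 pairings and 6 only after the division, and G2 held 2 in all 4. Centred on the summed reads, chosen likewise, G1 held 47, 31 and 11, and in all 4 pairings G2 held 2 and G4 13.

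Single genes reversed under several scalings. After the median of ratios, the log2 fold change in heads became 0.12 for Ect4, 0.066 for Pdcd4, 0.059 for Sxl, 0.078 for TMS1, 0.015 for crc and 0.00083 for mbl. In bodies it became -0.66 for betaTub60D, -0.80 for crc, -0.43 for heph, -0.089 for mam, -0.64 for mud, -0.13 for ssx and -0.20 for tra2. In gonads it became -0.79 for CG13375, -1.02 for CG40178, -0.18 for Ect4, -0.88 for Ncc69, -1.36 for betaTub60D, -0.70 for crc and -1.29 for tra2. With FPKM it became -0.0015 for CG13375, -0.086 for betaTub60D and -0.024 for tra2 in gonads, and 0.088 for Ect4, 0.032 for Pdcd4, 0.025 for Sxl and 0.044 for TMS1 in heads. After quantile normalization it became 0.10 for Ect4, 0.038 for Pdcd4, 0.043 for Sxl, 0.042 for TMS1 and 0.0020 for mbl in heads, 0.38 for para in bodies, and 0.70 for dsx, 0.48 for heph, 0.66 for msl-2, 0.42 for para, 0.55 for sif and 0.27 for slo in gonads. Without mitochondrial genes it became 0.017 for Ect4 in heads and 0.12 for heph in gonads.

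Leaving out each replicate in turn gave fold changes without a test. Each sets a single replicate against the mean of 2, so it carries the shift shared by libraries of a replicate number. For single genes, 40 of 328 such values reversed. In heads the log2 fold change ranged from -0.58 to 0.35 for Sxl, from -0.52 to 0.20 for crc, from -0.40 to 0.29 for Ect4, from -0.20 to 0.26 for betaTub60D, from -0.45 to 0.65 for RpL32, from -0.33 to 0.11 for Pdcd4, from -0.44 to 0.093 for fz and from -0.27 to 0.076 for TMS1. In bodies it ranged from -0.062 to 1.08 for heph, from -0.58 to 0.88 for crc, from -1.16 to 0.00054 for mbl, from -1.24 to 0.24 for Ect4, from -0.33 to 0.88 for betaTub60D, from -0.18 to 1.73 for mam and from -0.52 to 1.03 for mud. In gonads it ranged from -0.73 to 0.67 for heph, from -0.27 to 0.57 for tra2, from -1.59 to 0.013 for mbl, from -0.58 to 0.75 for betaTub60D, from -1.17 to 0.25 for mud, from -0.094 to 0.64 for CG40178, from -0.11 to 1.03 for Ncc69 and from -0.60 to 0.79 for CG13375.

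Of the counts, medians and sets, 11 of 43 changed when a replicate was left out. The number of genes with a log2 fold change of at least 2 in heads was 69 without replicate 1 of the female head and 80 without replicate 1 of the male head, against 47. For G4, the circRNAs at 4-fold numbered from 11 without replicate 2 of the female body to 21 without replicate 1, those at 4-fold in all pairings left from 8 to 21, and those only after the division by TPM from 4 to 14. Those only after the division by TPM ranged from 7 without replicate 2 of the male head to 24 in G1 and from 4 without replicate 2 of the ovary to 7 in G6. At 4-fold in all pairings left were from 1 to 2 in G2 and from 7 to 11 in G3. The median difference of the cognate genes ranged from 0.059 to 0.069 in G2 and from -1.33 to -1.12 in G3. Ovary markers in female body ranged from 31.7% of their TPM in ovary without replicate 2 of the female body to 113% without replicate 2 of the ovary; within a replicate number they were at 60.2 and 61.2%, so this range is the shift shared by a number.

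Low numbers of BSJ reads limit the back-splicing ratio. How far depth limits the mRNA values was not measured. Each R+ sample is one library, and for 105 of 212 ratios the lower sex had at most 3 BSJ reads, so the size of these ratios depends on the pseudocount, and the spread of R+ between flies is unknown.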

Differences from the paper's values

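The log2 back-splicing ratio of dmc_3463 between ovary and testis was -9.10, against the paper's -7.98 in Supplementary Table S6. It had 0 BSJ reads in ovary and 43 in testis, so the size of either value depends on the pseudocount; set against 3 reads, it was at least 11.4-fold higher in testis over the 4 pairings. Of the 11 alternatives set before the data were examined, only scaling by the median of ratios came within the spread over the replicates of the paper's value, at -7.57. The other 10 did not: it was -5.81 with a BSJ pseudocount of 1, -9.06 with a TPM pseudocount of 1, -8.88 with FPKM, -9.05 per mapped and -9.15 per fusion junction R+ read, -8.94 with reads divided by relative TPM before the pseudocount, and between -9.46 and -8.63 with each replicate left out. The formula that multiplies the BSJ reads of each sex by the share of the other sex in the summed TPM of replicate 2, chosen after seeing the values, gave -7.98. With this formula and replicate 2, the ratio was within 0.01 of the paper's for 210 of 212 entries. With replicate 1 it was so for 10 and with the mean of both for 20.

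The copies of the supplementary tables held fewer lines than the paper gives. Table S3 held 1997 of the paper's 10075 circular RNAs, and the sheets of Table S4 held 1999 of the paper's 4036 for the female head, 1999 of 4398 for the male head, 420 of 2304 for the male body and 0 of 928 for the testis. None of the alternatives set before the data were examined bears on these sizes.

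The paper lists 8 circRNAs as differing by at least 4-fold in back-splicing whose log2 ratio was under 2 here. In G1 these were dmc_3211 (CG14186) with 1.90, dmc_2185 (Eps-15) with 1.98, dmc_3109 (Ccn) with 1.997, dmc_4085 (Mical) with 1.9998, dmc_1296 (Dh44-R2) with 1.94 and dmc_4486 (tinc) with 1.99. dmc_6954 (rst) of G4 had -1.98, and dmc_2797 (Ncc69) of G5 had 1.88. The same formula with replicate 2, chosen after seeing the values, put all 212 at 4-fold, dmc_2185 at 2.06 and dmc_2797 at 2.05. Of the alternatives set before the data were examined, all 96 of G1 passed without replicate 2 of the female head or without replicate 1 of the male head, and 93 with reads per mapped R+ read. All 21 of G4 passed with reads per mapped R+ read, without replicate 1 of the female body or without replicate 2 of the male body. All 18 of G5 passed with reads per fusion junction R+ read, after scaling by the median of ratios, without replicate 2 of the ovary or without replicate 1 of the testis.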

Other observations

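Every test in this part that bears on an explanation was chosen only after the result it concerns was seen.

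In each of the 6 groups, the TPM of most genes was lower in replicate 1 than in replicate 2, with a median log2 difference from -1.05 to -0.42. With the deposited FPKM it was from -0.17 to 0.19. mt:ATPase8 took a larger share of TPM in replicate 1 of each group. When the difference that its share alone gives was subtracted, at most -0.15 was left in heads, bodies and ovary, which is consistent with that share as the source in these 5 groups. In testis -0.58 was left, more than the share explains. With FPKM the difference in testis was -0.17 in place of -0.82, which is consistent with the step from FPKM to TPM as the source; which genes take the share there was not tested. No biological explanation was tested.

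Several mitochondrial genes were listed at 0 in libraries where their neighbours were abundant. mt:ATPase6, which overlaps mt:ATPase8, was listed at 0 in all 12 libraries. mt:ATPase8 had a TPM of 576250 and 406894 in female heads, 548812 and 392032 in male heads, 414013 and 0 in female bodies, 468832 and 0 in male bodies, 294082 and 0 in ovaries, and 157096 and 0 in testes, in the order of the replicates. mt:ND4 was listed at 0 in the 6 libraries of replicate 2, and with a TPM of 7523, 11264, 4592, 6832, 8073 and 4169 in replicate 1 of female head, male head, female body, male body, ovary and testis. mt:lrRNA was listed at 21393 in replicate 2 of the ovary and at 0 in the other 11 libraries.

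The R+ library of the female head had more BSJ reads than that of the male head for most circRNAs. Of 1054 circRNAs with at least 15 reads in either, 318 were at least 4-fold higher in the female and 3 in the male head; relative to the median of 1.33 the numbers were 65 and 49. The number of mapped R+ reads does not account for it, since the log2 of female over male BSJ reads in the partial copy of Table S3 was 0.93 as counted and 0.94 per mapped read (90867414 and 91729886 mapped reads). More circRNA in female heads would raise the R– libraries too. There, per mapped read, the log2 difference was -0.18, and it was at most 0.10 over 4 pairs of R– libraries. Cognate mRNA levels do not account for it either, since the TPM of the cognate genes of the 1054 circRNAs had a median log2 ratio of female over male head of -0.25, and of at most 0.15 over the 4 pairings of libraries. A difference between the R+ head libraries as a whole, for example in the RNase R step, may be the source: the R+ excess per mapped read was 0.84 above the highest of the R– pairs. With the R+ reads centred on 1.33, 30 of the 96 circRNAs of G1 were at 4-fold, and 51 when centred on 0.81, the median of the 527 with at least 15 reads in both heads. For the circRNAs in the partial copy of Table S3, the R– values of at most 0.10, against 0.94 in R+, argue against more circRNA in female heads. With one R+ library per sex, a difference between the flies of the R+ samples alone and one between the libraries were not separated. Of 53 circRNAs in that copy of at least 4-fold higher reads in the R+ library of the female head, 23 (43.4%) were higher in R– of the female head too. In bodies, 72.9% of 406 circRNAs had more R+ reads in the female, with a median log2 of 1.07, and 6 of 19 (31.6%) with at least 4-fold higher reads were higher in R– too. The other shares in that copy were 1 of 2 (male head), 4 of 5 (male body), 19 of 30 (ovary) and 16 of 19 (testis). In bodies, the log2 of female over male summed R+ reads in the copy of Table S3 was 0.49 as counted and 0.08 per mapped read. With 95331249 and 71587281 mapped reads, the number of mapped R+ reads accounts for most of this summed difference. For the median of 1.07 in bodies no explanation was tested.

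Sex differences in body mRNA resembled those of the gonads. Across 12882 genes, Pearson's r of the log2 fold changes of body and gonad was 0.949, and 0.900 to 0.945 when a single library pair stood for each; genes are not independent replicates. Sex differences shared by all tissues would give the same relation for heads, where r between head and gonad was -0.14. With a single library pair for each, r between head and gonad ranged from -0.39 to 0.25. Testis markers reached 32.7% of their testis TPM in male bodies and accessory gland markers 36.2% of theirs in testis, which is consistent with gonad and accessory gland tissue in the body libraries. The cognate genes of G3 had a median log2 fold change of -1.03 in body and -1.86 in gonads, with the same direction in 11 of 13 genes, and those of G4 1.19 and 1.61, with the same direction in 17 of 19. The TPM by which body circRNAs were divided may therefore carry the mRNA of gonads. Whether the BSJ reads of the body libraries carry circRNAs of gonads was not tested. Differences in the body's own tissues stay open and were not tested.

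Accessory gland markers were abundant in the testis libraries, at a median of 276% of their TPM in male bodies (241 and 301% in the replicates). Reads of male body libraries in testis libraries would leave these genes below their level in the body, but the lowest of the 10 markers was at 245%. The paper's methods state that its testis samples were the entire inner male reproductive system, accessory gland included, so gland tissue is the likely source. The libraries named testis are thus not of testis alone.

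Transcripts of testis and accessory gland appeared at low levels in female libraries. In replicate 1 of the ovary, testis markers had a median of 1.08% and accessory gland markers 1.04% of their TPM in testis; in replicate 2 it was 0.226 and 0.223%. Even mixing of reads between all libraries would give the female head the same level, but the testis markers were 6.51 times as high in ovary as in female head in replicate 1. Testis and accessory gland material together in the ovary library would bring both lists to one level, and their ratio was 0.965. Since the testis libraries hold the gland too, any source drawn from them gives such a ratio, and in female heads the lists were at one level as well (0.166 and 0.191% in replicate 1), so tissue in the ovary library and uneven mixing of reads cannot be told apart. Over 14 pairs of a list and a library group outside its tissue, eye markers outside heads included, the level was higher in replicate 1 in 14. Eye markers were at 0.197 to 0.254% of their head TPM in replicate 1 and 0.122 to 0.154% in replicate 2. Part of the ovary and eye lists is expressed in other tissues: the highest ovary marker in female head reached 45.3 and 54.7% of its level in ovary. No biological explanation was tested.

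The paper's loading controls rp49 and betaTub60D, and Act5C, for which it lists primers, varied between groups in mRNA. RpL32 (rp49) had a mean TPM of 347 in testis and 2970 in ovary, an 8.56-fold range over the 6 groups. betaTub60D ranged 12.7-fold, from a mean of 6.29 in male head up to testis, and Act5C 5.06-fold, from 478 in testis to 2418 in ovary. Within heads none of the 3 differed between the sexes (log2 fold changes of 0.10, 0.03 and -0.31). In bodies Act5C was higher in females, with a log2 fold change of 1.83 (adjusted p = 0.024 from limma). RpL32 did not pass there, with 1.60 (adjusted p = 0.090 from limma), but did with the replicate block (0.00090). RpL32 and Act5C were higher in ovary than in testis, with 3.16 and 2.44 (adjusted p = 0.0029 and 0.0039 from limma). In gonads the log2 fold change of betaTub60D was 0.09 and became -1.36 after scaling by the median of ratios.

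Between tissues, 4531 genes differed between female head and body, 6130 between female head and ovary, and 1494 between female body and ovary. In males, 5485 differed between head and body, 7325 between head and testis and 4704 between body and testis. Of the 1494 genes, 1479 were higher in the body.

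Genes on the X chromosome (2059 tested) had a median log2 fold change of -0.13 in heads, against -0.12 for autosomal genes (camera, adjusted p = 0.978). In bodies it was 0.44 against -0.09 (higher, adjusted p = 0.0434) and in gonads 0.79 against -0.01 (higher, adjusted p = 0.0398). Neither passed with fry (adjusted p of 0.742), or with camera for genes of a mean TPM of at least 5. fry tests the genes of a set by themselves, so it moves with the scaling: it passed as lower in females after scaling by the median of ratios (adjusted p of 2.8e-06 in bodies and 1.5e-06 in gonads), and as higher after quantile normalization (5.1e-05 and 1.6e-05) and, in gonads, with FPKM (0.0044).

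Other genes the paper names were heph, sif, para and slo, which it lists with many circRNAs, and msl-2, mbl and Ect4. In heads none differed between the sexes, with log2 fold changes from -0.75 (msl-2) to -0.05 (Ect4). In bodies sif was lower in females, with a log2 fold change of -1.02 (standard error 0.35, adjusted p = 0.0409 from limma), and 6 of 10 alternatives kept this, with -1.77 after scaling by the median of ratios. With the replicate number as a block, slo also passed in bodies (-0.77) and gonads (-0.75), msl-2 in bodies (-0.94) and Ect4 in gonads (1.19), each with an adjusted p over 0.05 without it. In gonads none passed with the TPM and no block. Out of 10 alternatives, slo passed in 6 in gonads and 5 in bodies, Ect4 in 4 and 1, sif in 3 in gonads, mbl in 2 and 1, msl-2 in 1 and 4, heph in 1 in gonads and para in 3 in bodies. With TPM scaled by the median of ratios, heph (-1.49), mbl (-2.06), msl-2 (-1.54), slo (-1.20) and sif (-0.76) passed in gonads, lower in ovary, while after quantile normalization sif passed with 0.55, higher in ovary.

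The largest sex differences by the rule for named genes were, in heads, those of Yp1, Yp2 (log2 fold change 6.75) and Yp3 (6.61), higher in females, and roX1 and roX2 (-4.93), higher in males. RpL7-like was listed at 0 in both female heads and had a TPM of 23.5 in male heads. In bodies they were Vm26Ab (10.09), Cp7Fc (8.02) and Vm26Aa (7.99), higher in females, and Sfp60F (-8.38) and Peb (-8.30), higher in males; CG11165 was listed at 0 in both female bodies and had a TPM of 1384 in male bodies. In gonads they were Vm26Aa (9.94), Vm26Ab (9.93) and Vm34Ca (9.89), higher in ovary. CG17770, CG43397 and CG43885 were listed at 0 in both ovaries and had a TPM of 763, 692 and 588 in testis. A listed 0 is not taken as absence, since the tables hold no read counts and mt:ATPase6 was listed at 0 in all 12 libraries. RpL7-like had a TPM of 82.2 to 161 in female bodies and ovaries, CG11165 had 42.0 and 13.2 in the ovaries, and in the male body replicates CG17770 was listed at 0 and 217 and CG43397 at 177 and 0. The 6 genes named for heads each passed in 9 of 10 alternatives, and did not with only the 4 libraries compared; the call of RpL7-like rests on its listed zeros. In bodies, the log2 fold change of Vm26Ab ranged from 8.17 to 12.01 when a library was left out, since it was listed at 0 in replicate 2 of the male body. That of Sfp60F, with a TPM of 135 and 3.96 in the female bodies, ranged from -10.77 to -5.99, and that of Peb from -9.81 to -6.80.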
